# Functional dissection of PRC1 subunits RYBP and YAF2 during neural differentiation of embryonic stem cells

**DOI:** 10.1038/s41467-023-42507-9

**Published:** 2023-11-07

**Authors:** Yanjiang Liu, Gongcheng Hu, Shengxiong Yang, Mingze Yao, Zicong Liu, Chenghong Yan, Yulin Wen, Wangfang Ping, Juehan Wang, Yawei Song, Xiaotao Dong, Guangjin Pan, Hongjie Yao

**Keywords:** Embryonic stem cells, Gene silencing, Epigenetics

## Abstract

Polycomb repressive complex 1 (PRC1) comprises two different complexes: CBX-containing canonical PRC1 (cPRC1) and RYBP/YAF2-containing variant PRC1 (vPRC1). RYBP-vPRC1 or YAF2-vPRC1 catalyzes H2AK119ub through a positive-feedback model; however, whether RYBP and YAF2 have different regulatory functions is still unclear. Here, we show that the expression of RYBP and YAF2 decreases and increases, respectively, during neural differentiation of embryonic stem cells (ESCs). *Rybp* knockout impairs neural differentiation by activating Wnt signaling and derepressing nonneuroectoderm-associated genes. However, *Yaf2* knockout promotes neural differentiation and leads to redistribution of RYBP binding, increases enrichment of RYBP and H2AK119ub on the RYBP-YAF2 cotargeted genes, and prevents ectopic derepression of nonneuroectoderm-associated genes in neural-differentiated cells. Taken together, this study reveals that RYBP and YAF2 function differentially in regulating mESC neural differentiation.

## Abstract (web summary)

RYBP and YAF2 are a pair of paralog subunits of variant PRC1. Here, authors show that RYBP decrease but YAF2 increase during mESC neural differentiation, and that they are not redundant but function differentially in regulating this differentiation.

## Introduction

Polycomb group (PcG) proteins are generally enriched in facultative heterochromatin^1^ and behave as vital epigenetic regulators of transcriptional repression, with key roles in multiple biological processes, including pluripotency, differentiation and disease^2–6^. PcG proteins typically assemble into one of two large multiprotein complexes: Polycomb repressive complex 1 (PRC1) and Polycomb repressive complex 2 (PRC2)^7^. PRC1 monoubiquitylates histone H2A at Lys119 (H2AK119ub)^8,9^, whereas PRC2 methylates histone H3 at Lys27 (H3K27me2/3)^10–12^.

PRC1 is categorized as either cPRC1 or vPRC1^7,13–15^. In addition to the catalytic core (RING1B or its paralog RING1A) of PRC1, cPRC1 complexes assemble either PCGF2 or PCGF4 and include one of five chromodomain-containing paralogs (CBX2, CBX4, CBX6, CBX7 or CBX8) and a polyhomeotic (PHC) subunit (PHC1, PHC2 or PHC3)^3^. While the recruitment of PRC1 in vertebrates is still a debated topic, emerging evidence has shown that PRC1 can be recruited to target sites through sequence-specific DNA-binding factors, chromatin-associated RNAs and CpG islands (CGIs)^7,16^. cPRC1 is recruited by H3K27me3 through the CBX protein, resulting in chromatin compaction and gene repression^17–20^.

Unlike cPRC1, vPRC1 complexes can assemble any of the six PCGF proteins (PCGF1-6) and include RING1A/B and YY1-binding protein (RYBP) (or its paralog YAF2) as well as various additional subunits depending on the PCGF component present in the complex^13,14^. vPRC1 exhibits strong catalytic activity and is recruited to its targets independent of PRC2 and H3K27me3^13,14,21–24^.

RYBP and YAF2 share very high homology in the amino-terminus containing zinc finger motifs and moderate similarity in the carboxyl-terminus; RYBP also contains a unique region in the middle of the protein that is absent in YAF2^25–27^. RYBP and YAF2 dramatically stimulate the E3 ubiquitin ligase activity of PRC1^22^, and they catalyze ubiquitination of H2A on neighboring nucleosomes by recruiting RYBP-PRC1 or YAF2-PRC1 complexes through a positive feedback model^28^. A key unanswered question is whether RYBP and YAF2 are functionally redundant or play mechanistically diverse roles.

In this study, we used mESC neural differentiation as a model system and discovered opposite expression trends for *Rybp* and *Yaf2* (decreases in *Rybp* but increases in *Yaf2*) during mESC neural differentiation. Moreover, the absence of either *Rybp* or *Yaf2* led to changes in the efficiency of mESC neural differentiation, with *Rybp* loss reducing but *Yaf2* loss increasing efficiency. Loss of *Rybp* or *Yaf2* affects distinct targets within differentially expressed genes and H2AK119ub enrichment. Together, our results suggested that RYBP-PRC1 and YAF2-PRC1 are not functionally redundant but contribute to precise vPRC1 regulation during the neural differentiation of mESCs.

## Results

### RYBP and YAF2 competitively bind to RING1B

As RYBP and its paralog YAF2 have been identified as variant PRC1 subunits^13,14,29^, we sought to determine which domains are critical for RYBP/YAF2 associated with RING1B. To this end, we performed domain mapping of proteins between RING1B and RYBP or YAF2. To explore the domain in RING1B required for interaction with RYBP or YAF2, we transfected Flag-tagged full-length *Ring1b*, *Ring1b*-N-terminus (aa 1-50), *Ring1b*-ring finger region (aa 49-95), and *Ring1b*-C-terminus (aa 95-336) constructs into HEK293T cells, respectively, and then performed Flag co-IP experiments to test their binding to either RYBP or YAF2 (Supplementary Fig. 1a). Full-length RING1B and the deletion containing the C-terminus (aa 95-336) interacted with RYBP or YAF2, whereas the N-terminus (aa 1-50) and ring finger region (aa 49-95) of RING1B did not (Supplementary Fig. 1b, c).

We further examined the domains in RYBP required for the interaction with RING1B. Full-length RYBP, RYBP^Δzinc finger^ (aa 45-228), and RYBP^ΔC-terminus^ (aa 1-145) were tested for their binding to RING1B (Supplementary Fig. 1d). Our data indicated that full-length RYBP and the deletion lacking the zinc finger (aa 45-228) were able to interact with RING1B but that the deletion lacking the C-terminus (aa 1-145) was not (Supplementary Fig. 1e). Furthermore, to investigate the domains of YAF2 responsible for binding to RING1B, we transfected Flag-tagged full-length *Yaf2*, *Yaf2*^Δzinc finger^ (aa 44-179) and *Yaf2*^ΔC-terminus^ (aa 1-101) constructs into HEK293T cells, respectively, and performed FLAG co-IP experiments (Supplementary Fig. 1f). Full-length YAF2 and the YAF2 deletion without the zinc finger (aa 44-179) interacted with RING1B, but the YAF2 deletion without the C-terminus (aa: 1-101) did not (Supplementary Fig. 1g). The above data indicated that the C-terminus of RYBP and YAF2 interact with the C-terminus of RING1B.

To better decipher the relationship between RYBP-RING1B and YAF2-RING1B, we performed endogenous coimmunoprecipitation (co-IP) experiments using either an anti-YAF2 antibody or an anti-RYBP antibody. Co-IP experiments indicated that the YAF2 complex contains RING1B without RYBP (Fig. 1a). Reciprocally, the anti-RYBP antibody coprecipitated endogenous RING1B but not YAF2 (Fig. 1b). These data show that RING1B forms separate protein complexes containing either RYBP or YAF2 in HEK293T cells, suggesting that RING1B may acquire specific functions by interacting with either RYBP or YAF2 under specific conditions.

**Fig. 1:**
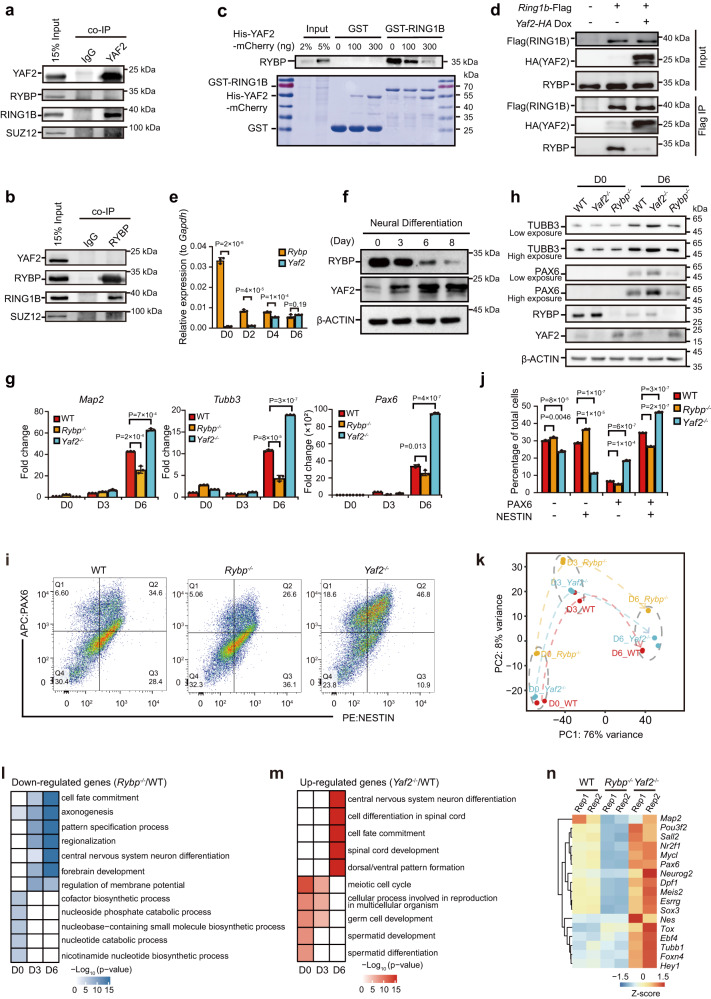
RYBP competes with YAF2 in binding to RING1B, and *Rybp*^−/−^ inhibits but *Yaf2*^−/−^ promotes neural differentiation of mESCs. **a**, **b** Detection of the interaction between PRC1/2 subunits and YAF2 (**a**) or RYBP (**b**) by co-IP in HEK293T cells. **c** GST pull-down assay to detect the interaction between RYBP/YAF2 and GST-RING1B in mESCs. Upper: Western blot analysis for RYBP after GST pull-down; Bottom: Coomassie blue staining of purified GST, GST-RING1B, and increasing amounts of His-YAF2 together with total cell extracts of mESCs before GST pull-down. **d** Detection of the interaction between RYBP/YAF2 and RING1B with or without Dox-inducible HA-YAF2 by Flag co-IP in mESCs. **e** RT-qPCR analysis of *Rybp* or *Yaf2* expression during mESC neural differentiation from day 0 to day 6. **f** Western blot analysis of RYBP and YAF2 expression during mESC neural differentiation from day 0 to day 8. **g** RT-qPCR analysis of *Map2*, *Tubb3* and *Pax6* expression during neural differentiation of wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ mESCs. The results are shown relative to the wild-type on day 0. **h** Western blot analysis of TUBB3, PAX6, RYBP and YAF2 expression during neural differentiation of wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ mESCs. **i** FACS data for NESTIN and PAX6 expression in neural-differentiated cells on day 6. **j** Statistical analysis of the cells described in panel (**i**). **k** PCA of RNA-seq in wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ cells during neural differentiation of mESCs. **l** GO analysis of downregulated genes in *Rybp*^−/−^ cells relative to wild-type mESCs during neural differentiation. **m** GO analysis of upregulated genes in *Yaf2*^−/−^ cells relative to wild-type mESCs during neural differentiation. **n** Heatmap illustrating the expression pattern of neural marker genes that are shown as row Z scores in neural differentiated wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ cells on day 6. For **a**–**d,** **f** and **h**, Representative immunoblots (*n* = 3 independent experiments) are shown. For **e,** **g** and **j**, data are represented as the mean values ± s.d.s with the indicated significance from two-sided *t* test, *n* = 3 independent experiments. For **l** and **m**, significance was calculated by hypergeometric distribution. Source data are provided as a Source Data file.

Because the C-terminus of YAF2 or RYBP interacts with RING1B, and YAF2 or RYBP form independent protein complexes with PRC1, we evaluated whether YAF2 competes with RYBP for binding to RING1B. To test this hypothesis in vitro, we purified glutathione-S-transferase (GST), GST-RING1B, and His-YAF2 fusion proteins expressed in *E. coli* BL21 (DE3) and performed a GST pulldown assay. The gradually increasing amount of in vitro purified His-YAF2 fusion protein prevented the interaction of GST-RING1B with endogenous RYBP in total cell extracts (TCEs) from mESCs (Fig. 1c). To verify whether YAF2 competes with RYBP in interacting with RING1B in vivo, we transfected the *Ring1b*-Flag construct into doxycycline-inducible *Yaf2*-HA stable cell lines. Our data indicated that inducing YAF2-HA expression prevented the interaction between FLAG-RING1B and RYBP in mESCs (Fig. 1d).

Taken together, our data indicate that the vPRC1 subunits RYBP and YAF2 interact with the C-terminus of RING1B in a competitive manner.

### RYBP is downregulated but YAF2 is upregulated during neural differentiation of mESCs

By using RNA-seq data from our recent study^4^, we found that the *Rybp* expression level in mESCs was much higher than that in neural progenitor cells (NPCs) (Supplementary Fig. 2a). In contrast, the *Yaf2* expression level in mESCs was much lower than that in NPCs (Supplementary Fig. 2b). We then induced the differentiation of mESCs toward a neural fate by using N2B27 medium and examined the expression dynamics of *Rybp* and *Yaf2*. Our data showed that the *Rybp* mRNA level was gradually downregulated but that the *Yaf2* mRNA level was gradually upregulated during mESC neural differentiation (Fig. 1e). Consistently, immunoblotting analysis revealed a gradual decrease in the RYBP protein level and a gradual increase in the YAF2 protein level during mESC neural differentiation (Fig. 1f). Thus, RYBP and YAF2 have opposite expression patterns during mESC neural differentiation.

### *Rybp* loss reduces but *Yaf2* loss increases the efficiency of mESC neural differentiation

To study whether *Rybp* and *Yaf2* regulate the neural differentiation of mESCs, we generated *Rybp* knockout (*Rybp*^−/−^) and *Yaf2* knockout (*Yaf2*^−/−^) mESC clones using CRISPR/Cas9 technology (Supplementary Fig. 2c, d). *Rybp* and *Yaf2* knockouts were confirmed by DNA sequencing and Western blot/RT-qPCR analysis (YAF2 protein levels were hardly detected in mESCs) (Supplementary Fig. 2e-i). *Rybp*^−/−^ and *Yaf2*^−/−^ had no effect on the expression of RING1B, CBX7 (PRC1 subunits) or SUZ12 (PRC2 subunit) (Supplementary Fig. 3a). In addition, *Yaf2*^−/−^ had no effect on the expression of pluripotent genes, while *Rybp*^*−/−*^ slightly decreased the expression of these genes (Supplementary Fig. 3b, c), indicating that both *Rybp*^−/−^ and *Yaf2*^−/−^ have little effect on the pluripotency of mESCs. Furthermore, we could not detect any obvious change in apoptosis or the cell cycle due to these knockouts (Supplementary Fig. 3d–g).

We further induced *Rybp*^−/−^, *Yaf2*^−/−^ and wild-type mESCs to differentiate toward a neural fate. RT-qPCR analysis indicated significantly decreased expression of neuron-related genes, such as *Map2*, *Tubb3* and *Pax6*, in *Rybp*^−/−^ cells but increased expression in *Yaf2*^−/−^ cells on day 6 after neural differentiation (Fig. 1g). Furthermore, Western blot analysis indicated that *Rybp* knockout reduced, but *Yaf2* knockout increased, the protein expression of PAX6 and TUBB3 on day 6 after neural differentiation of mESCs in comparison with that in wild-type mESCs (Fig. 1h). Flow cytometry analysis also showed that *Rybp* knockout reduced the percentage of PAX6^+^ and NESTIN^+^ cells compared with wild-type mESCs on day 6 after neural differentiation (Fig. 1i, j); however, *Yaf2* knockout increased the percentage of PAX6^+^ and NESTIN^+^ cells (Fig. 1i, j).

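*Rybp* and *Yaf2* encode paralogous subunits of variant PRC1, and the transcript of each was measured first in the cells that lack it. *Rybp* (ENSMUSG00000072872, chromosome 6 of mm10 from 100228565 to 100287485) had 1514 ± 15.7 normalized counts (SD, n = 2) in *Rybp*-/- mESCs and 3377 ± 18.1 (SD, n = 2) in wild-type mESCs, a log2 fold change of -1.16 (SE 0.0764, adjusted p = 1.48e-07 from limma). It also fell in *Rybp*-/- cells on day 3 (log2 fold change -1.30) and on day 6 (log2 fold change -1.18), with adjusted p = 1.04e-07 and 1.04e-07 from limma, so that part of the transcript remained in every *Rybp*-/- group. *Yaf2* (ENSMUSG00000022634, chromosome 15 of mm10 from 93284278 to 93336935) fell in *Yaf2*-/- cells on day 3, to 169 ± 19.8 normalized counts from 367 ± 22.0 in wild type (SD, n = 2 each; adjusted p = 0.00304 from limma), and on day 6, to 219.7 ± 51.0 from 549 ± 20.9 (adjusted p = 9.15e-05 from limma). In mESCs its log2 fold change was -0.26 (adjusted p = 0.49 from limma), at 88.7 ± 15.2 normalized counts in *Yaf2*-/- cells and 106 ± 5.75 in wild type. A remaining transcript does not measure the protein, which was not analysed here. The cells were mouse embryonic stem cells of the 46C line, which carries a GFP reporter at *Sox1*, and they were differentiated toward a neural fate in N2B27 medium. Poly(A) RNA of wild-type, *Rybp*-/- and *Yaf2*-/- cells was sequenced on days 0, 3 and 6, with 2 libraries in each of the 9 groups and 18 libraries in all. The authors trimmed the reads with Trim_Galore, aligned and quantified them on mm10 with STAR and RSEM, imported the estimates with tximport and normalized them with DESeq2. The deposited values are these normalized counts, from which whole read counts could not be recovered, since only 35.4% to 51.9% of the low values in a library were whole multiples of 1 step (tolerance 0.05). Their total per library was 10319754 to 11868748 with a median of 11116884.5, which normalization makes alike and which is not the depth. A rough depth from the step of the low values was 9546090 to 10597096 reads for wild type, 6905195 to 8110962 for *Rybp*-/- and 10727321 to 10869846 for *Yaf2*-/- cells on day 0. On day 3 these were 6925250 to 11939792, 10176827 to 11111403 and 9310238 to 9485789, and on day 6 10449609 to 13909359, 14214537 to 14825569 and 11352736 to 14205435. The 15548 genes with at least 10 normalized counts in at least 2 libraries were tested with limma on log2 (normalized count + 1), with all 9 groups in 1 model, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of low genes. Differentially expressed genes (DEGs) passed the thresholds that the authors state, an adjusted p under 0.05 and a fold change over 2, while members of gene lists were called at an adjusted p under 0.05 with no fold threshold. The paper states in general that representative experiments were repeated independently, at least 2 times. Its text does not say whether the 2 libraries of a group came from separate cultures. The p-values therefore measure a spread between samples that may be technical.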

We also performed RNA sequencing (RNA-seq) experiments with wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ neural-differentiated cells from mESCs on days 0, 3, and 6 to examine dynamic changes in gene expression upon loss of either *Rybp* or *Yaf2*. 

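In *Rybp*-/- mESCs, genes that rose included *Pramel3* and *Nlrp4c*, and on day 6 they included the dorsal regulators *Atoh1* and *Lmx1a*. *Pramel3*, of a gene family expressed in germ cells, had 887 ± 145 normalized counts (SD, n = 2) in *Rybp*-/- mESCs and 1.72 ± 0.725 (SD, n = 2) in wild type, and the oocyte gene *Nlrp4c* rose with a log2 fold change of 7.66 (adjusted p = 1.18e-08 from limma). Both belong to families of near-identical copies that can share reads, so their single values are uncertain. Genes that fell included *Enpp3*, an ectonucleotidase, from 153 ± 8.85 to 20.2 ± 5.46 normalized counts. The aldehyde dehydrogenase *Aldh1b1* fell from 301 ± 31.3 to 44.7 ± 7.16. On day 3, the *Nodal* antagonist gene *Lefty2* fell with a log2 fold change of -4.34 (SE 0.609, adjusted p = 0.000145 from limma). On day 6, *Atoh1*, the proneural factor of the most dorsal neural tube, rose from 4.21 ± 0.369 to 384 ± 7.35 normalized counts. The roof plate regulator *Lmx1a* rose from 7.33 ± 1.84 to 349.5 ± 10.9. *Dbx1*, which marks progenitors of intermediate dorsoventral position, fell from 569.8 ± 37.0 to 6.04 ± 0.340. At an adjusted p under 0.05 from limma and a fold change over 2, 2210 genes were DEGs in *Rybp*-/- mESCs, 1496 on day 3 and 1570 on day 6, against 4088 between days 0 and 3 and 5908 between days 0 and 6 of wild type. In principal components of the 500 most variable genes, the first component held 66.6% of the variance, the second 16.4% and the third 7.85%. In the first 2 components, the distance between *Rybp*-/- and wild-type cells was 48.2% of the distance from day 0 to day 6 of wild type in mESCs, 42.9% on day 3 and 7.64% on day 6, where replicates of any group lay at most 2.56% apart, and with all genes it was 33.4%, 23.3% and 5.97%.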

Our data revealed that *Rybp*^−/−^ resulted in significant changes in gene expression in mESCs and changed the trajectory of mESC neural differentiation (Fig. 1k and Supplementary Fig. 4a). Conversely, *Yaf2* knockout had little effect on gene expression in either mESCs or neural-differentiated cells on day 3 but led to significant changes in gene expression in neural-differentiated cells on day 6 (Fig. 1k and Supplementary Fig. 4a).

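Genes that changed in *Yaf2*-/- cells included the imprinted *Grb10* and *H19* in mESCs and *Nnat* on day 3, and on day 6 *Tal1* and *Gata2* rose while *Gsx1* and *T* fell. In mESCs the imprinted growth regulator *Grb10* fell from 1556 ± 38.8 to 274 ± 24.4 normalized counts (SD, n = 2 each). The imprinted RNA *H19* rose from 26.3 ± 1.68 to 162 ± 62.6. *Efhc2*, an X-linked gene, rose from 96.5 ± 5.63 to 1024 ± 24.0 (log2 fold change 3.40, SE 0.179, adjusted p = 4.79e-08 from limma). On day 3 the imprinted neuronatin gene *Nnat* rose with a log2 fold change of 1.94 (adjusted p = 6.83e-05 from limma), and the cytochrome P450 gene *Cyp2b23*, which has close paralogs that can share its reads, rose from 90.2 ± 3.79 to 1200 ± 25.1 normalized counts. On day 6, *Tal1* and *Gata2*, which mark V2b interneurons, rose with log2 fold changes of 3.50 and 3.48 (adjusted p = 0.00155 and 0.00014 from limma). The dorsal progenitor regulator *Gsx1* fell from 387 ± 32.3 to 1.39 ± 1.97 normalized counts, and *T*, the mesoderm regulator Brachyury, fell from 116 ± 10.6 to 1.19 ± 0.969. DEGs in *Yaf2*-/- cells numbered 156 higher and 137 lower in mESCs, 70 higher and 40 lower on day 3, and 903 in all on day 6. Their distance from wild type in the first 2 principal components was 3.9%, 4.52% and 13.4% of that from day 0 to day 6 of wild type. The 2 *Yaf2*-/- libraries of day 6 stood apart from each other, with a mean squared difference of 45.9 times the counting variance, against 4.64 to 16.5 times in the other 8 groups. The higher genes in mESCs numbered 103 without wild type day 0 replicate 1 and 102 without *Yaf2*-/- day 0 replicate 1, and those of day 3 numbered 38 without wild type day 3 replicate 1, 43 without *Yaf2*-/- day 3 replicate 2 and 107 without *Yaf2*-/- day 6 replicate 1. With only the 4 libraries compared in the model, 65 genes were higher and 38 lower in mESCs, and after quantile normalization lower genes outnumbered higher ones there, at 138 to 118.

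**Figure D1:**
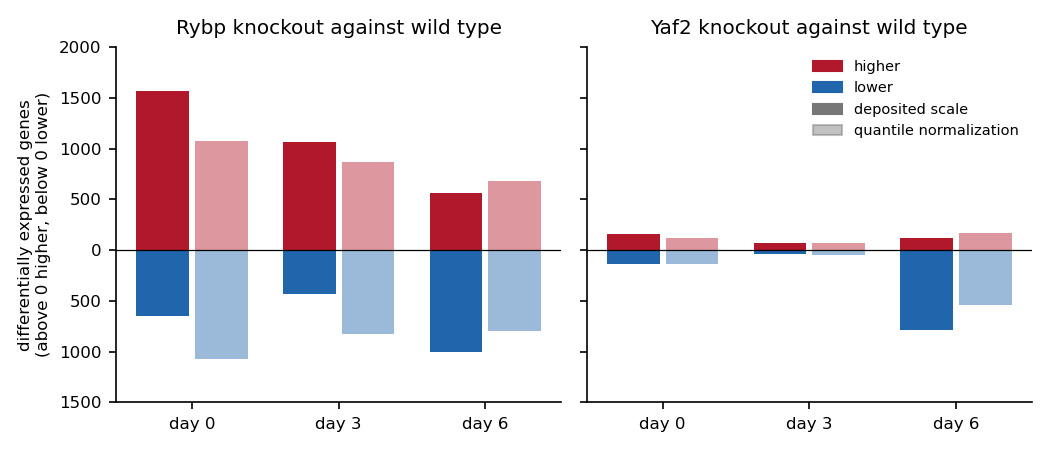
DEGs in *Rybp*-/- cells (left) and *Yaf2*-/- cells (right) against wild type on days 0, 3 and 6, with higher genes above 0 and lower genes below 0 on the vertical axis, as numbers of genes. Dark bars stand for the deposited normalization and pale bars for quantile normalization, under which the bars of *Rybp*-/- cells above and below 0 are closer to equal. Quantile normalization gives every library the same distribution, which by construction draws these bars together.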

We then identified differentially expressed genes (DEGs) in *Rybp*^−/−^ and *Yaf2*^−/−^ neural differentiated cells. 

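On day 6, neuronal and neural progenitor transcripts were lower in the cells without *Rybp*, while targets and modulators of Wnt signaling moved both ways. *Tubb3* (ENSMUSG00000062380, chromosome 8 of mm10 from 123411424 to 123422015), which encodes the neuronal beta-III tubulin, fell from 3876 ± 237 to 1947 ± 76.3 normalized counts (SD, n = 2 each), a log2 fold change of -0.99 (SE 0.220, adjusted p = 0.00507 from limma). The neurofilament genes *Nefm* and *Nefl* fell with log2 fold changes of -2.04 and -1.77 (adjusted p = 8.74e-07 and 4.85e-06 from limma). The neuronal LIM homeobox gene *Lhx5* fell from 88.1 ± 12.6 to 6.39 ± 0.145 normalized counts. Of 28 neuron genes tested, 14 were lower and 0 higher at an adjusted p under 0.05 from limma (15 lower and 0 higher adjusted over the list alone, and 0 higher at an unadjusted p under 0.05), and the list as a whole was lower (adjusted p = 1.22e-07 from limma's camera test, 0.0233 with an estimated correlation). Of 23 neural progenitor genes, 7 were lower and 1 was higher (8 and 1 adjusted over the list alone). The neural progenitor list gave adjusted p = 0.0139 from camera in limma. With only the libraries compared in the model, 24 neuron genes were lower, and 15 neural progenitor genes were lower and 3 higher. With the 6 libraries of the same day, 23 neuron genes were lower, and 12 neural progenitor genes were lower and 2 higher. *Sox3*, a progenitor factor, fell from 2353 ± 129 to 670.4 ± 30.6 normalized counts. *Sox21* fell from 2204 ± 54.4 to 523 ± 7.15, while *Olig3*, of dorsal progenitors, was the member that rose, from 104 ± 1.68 to 1563 ± 52.9. Among other regulators, *Sall2* fell with a log2 fold change of -0.67 and *Mycl* with -0.75 (adjusted p = 0.00238 and 5.17e-05 from limma). Of 30 genes of dorsoventral and spinal cord patterning, 15 were lower and 5 higher (18 and 5 adjusted over the list alone). The patterning list gave adjusted p = 0.00101 from camera in limma. Of 19 genes of the Wnt/beta-catenin response, 4 were higher and 5 lower (4 and 6 adjusted over the list alone): *Tnfrsf19* rose with a log2 fold change of 2.36, while *Dkk1* and *Cdx2* fell with -2.13 and -3.22. With a library left out, the lower neuron genes numbered 9 without wild type day 6 replicate 1 or *Rybp*-/- day 6 replicate 2, the lower neural progenitor genes 4 without wild type day 6 replicate 1 or *Rybp*-/- day 6 replicate 1 or 2, and the lower genes of the Wnt/beta-catenin response 3 without wild type day 6 replicate 1 or *Rybp*-/- day 6 replicate 2. The median of this list was -0.315 on the log2 scale although camera in limma gave the direction up (adjusted p = 0.738). Over all genes, 564 DEGs were higher and 1006 lower, a share of higher genes of 35.9% that was 46% after quantile normalization.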

Consistent with the RT-qPCR results (Fig. 1g), gene ontology (GO) analysis of DEGs on day 6 after mESC neural differentiation showed that the downregulated genes in *Rybp*^−/−^ mESCs were significantly related to neural differentiation (Fig. 1l, n) and that the upregulated genes were associated with the Wnt signaling pathway (Supplementary Fig. 4b). In contrast, the genes upregulated by *Yaf2* knockout on day 6 after mESC neural differentiation were related to the central nervous system (Fig. 1m, n); the downregulated genes on days 0 and 3 were associated with negative regulation of neural development (Supplementary Fig. 4c). 

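In *Yaf2*-/- cells on day 6, a neurogenic factor and regulators of ventral progenitors rose, and most neuronal markers did not pass the test one by one. *Neurod1*, a bHLH factor of neuronal differentiation (ENSMUSG00000034701, chromosome 2 of mm10 from 79452521 to 79456751), rose from 143 ± 41.6 to 489 ± 3.74 normalized counts (SD, n = 2 each), a log2 fold change of 1.80 (SE 0.325, adjusted p = 0.00209 from limma). *Nkx6-1*, of ventral spinal progenitors, rose from 125 ± 7.72 to 1680 ± 154 (adjusted p = 0.000299 from limma). *Foxn4*, which specifies V2 interneurons, rose from 28.1 ± 1.25 to 211 ± 71.1 (adjusted p = 6.4e-06 from limma). Of 28 neuron genes, *Neurod1* was the 1 that was higher and 0 were lower (1 and 0 adjusted over the list alone), while 8 were higher and 0 lower at an unadjusted p under 0.05 from limma. The neuron list as a whole was higher (adjusted p = 7.96e-05 from camera in limma), a call that was lost at adjusted p = 0.0784 with an estimated correlation. The higher neuron genes numbered 5 with a pseudocount of 5 and 2 with the replicate number as a block. They numbered 4 with only the libraries compared and 6 with the 6 libraries of the same day. Of 23 neural progenitor genes, 3 were higher and 2 lower, with *Nes*, *Olig2* and *Sox21* rising and *Olig3* falling (4 higher and 2 lower adjusted over the list alone). With a library left out, the higher neural progenitor genes numbered 0 without wild type day 6 replicate 1 or 2 and 1 without *Yaf2*-/- day 6 replicate 2, the lower ones 1 without wild type day 6 replicate 1 or 2 or *Yaf2*-/- day 6 replicate 2, and the higher neuron genes 2 without wild type day 0 replicate 2 or *Yaf2*-/- day 0 replicate 1 or 2 and 9 without *Yaf2*-/- day 6 replicate 1. The neural progenitor list gave adjusted p = 0.111 from camera in limma, and 0.0031 with the 6 libraries of the same day alone. *Nes*, the gene of nestin, had a log2 fold change of 0.44 and the homeobox gene *Pax6* one of 0.65 (adjusted p = 0.0337 and 0.366 from limma), where *Pax6* did not pass. Without wild type day 6 replicate 1 and 2 in turn, limma gave adjusted p = 0.138 and 0.155 for *Nes*, 0.0539 and 0.124 for *Olig2*, and 0.168 and 0.133 for *Sox21*. Calls were also lost without *Rybp*-/- day 6 replicate 1 or 2 (*Nes*, 0.0502 and 0.0504), *Yaf2*-/- day 6 replicate 1 (*Nes*, 0.122) and *Yaf2*-/- day 6 replicate 2 (*Sox21*, 0.325), as adjusted p from limma. Among 18 negative regulators of neurogenesis, 0 were higher and 0 lower in *Yaf2*-/- mESCs (0 and 0 adjusted over the list alone), with 2 higher and 0 lower at an unadjusted p under 0.05 from limma. On day 3 the Notch ligand gene *Jag1* was the 1 that fell, from 437 ± 48.2 to 257 ± 10.5 normalized counts (adjusted p = 0.0035 from limma), and 0 were higher (1 lower and 0 higher adjusted over the list alone), with 5 lower and 2 higher at an unadjusted p under 0.05. As a whole this list gave adjusted p = 0.686 in mESCs and 0.291 on day 3 from camera in limma.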

Overall, these results demonstrate that *Rybp*^−/−^ inhibits but *Yaf2*^−/−^ promotes the neural differentiation of mESCs, suggesting that *Rybp* and *Yaf2* play different roles in regulating the neural differentiation of mESCs.

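Set directly against each other on day 6, *Rybp*-/- cells had lower neuronal and neural progenitor transcripts than *Yaf2*-/- cells. *Tubb3* had a log2 fold change of -1.39 and *Pax6* of -1.93 in *Rybp*-/- against *Yaf2*-/- cells (adjusted p = 0.000306 and 0.00274 from limma), while the microtubule gene *Map2* had -0.18 (adjusted p = 0.481 from limma) and did not pass. The proneural genes *Neurod1* and *Neurog2* had log2 fold changes of -3.02 and -4.14, the progenitor gene *Sox3* one of -2.42 and *Nefm* one of -2.50, all with an adjusted p of at most 0.000109 from limma. Of 28 neuron genes, 19 were lower and 0 higher in *Rybp*-/- than in *Yaf2*-/- cells (21 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05). The neuron list gave adjusted p = 4.56e-12 from camera in limma. Of 23 neural progenitor genes, 12 were lower and 1 higher (12 and 1 adjusted over the list alone; adjusted p = 0.000617 from camera in limma), and both lists were called at adjusted p = 0.0127 and 0.0163 with an estimated correlation. The lower neural progenitor genes of this comparison numbered 5 without *Rybp*-/- day 6 replicate 1 and 6 without *Rybp*-/- day 6 replicate 2 or *Yaf2*-/- day 6 replicate 1. In this comparison 1973 genes were DEGs, 1141 higher and 832 lower in *Rybp*-/- cells. Against wild type, 57 genes were DEGs higher in *Rybp*-/- and lower in *Yaf2*-/- cells and 38 were lower in *Rybp*-/- and higher in *Yaf2*-/- cells, where independent lists would share 28.4 and 7.83 genes. More genes moved the same way, with 349 DEGs lower and 19 higher in both, where independent lists would share 50.6 and 4.39 genes. Both comparisons share the wild-type libraries, and in 100 simulations of unchanged groups against them a direction held a median of 0 genes and at most 1. Groups without a true change give few calls in advance. The simulations therefore cannot show how much the shared libraries add to the overlap of changed genes. With wild-type replicate 1 as the control of *Rybp*-/- and replicate 2 as the control of *Yaf2*-/- cells, the opposite calls numbered 44 and 24 and the same calls 235 lower and 12 higher, and with the replicates exchanged they numbered 35 and 21, and 238 and 12. The log2 fold changes of the knockouts had a covariance of 0.202 and a correlation of 0.292, against 0.0807 and 0.501 in the simulations. With separate wild-type controls the covariance was 0.129 and 0.138 and the correlation 0.17 and 0.181 in the 2 splits. From the RT-qPCR, protein and RNA-seq changes, the paper concludes that *Rybp*-/- inhibits and *Yaf2*-/- promotes the neural differentiation of mESCs, and proposes that the paralogs play different roles in it.

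**Figure D2:**
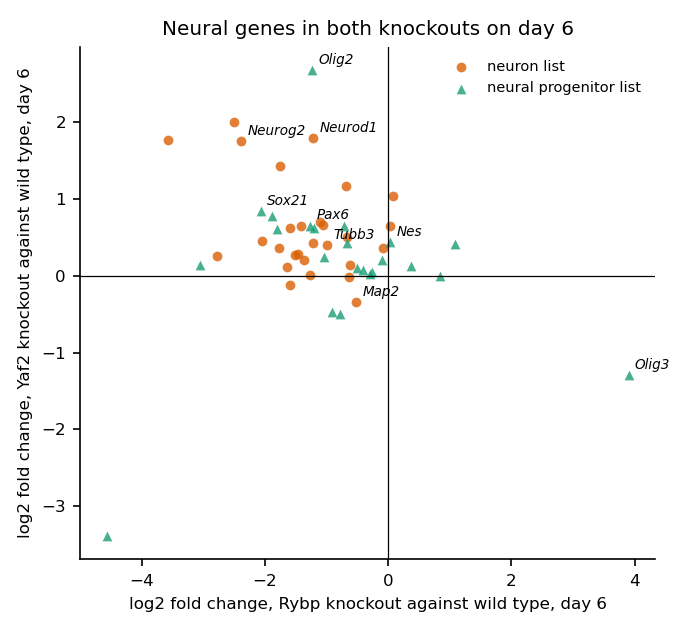
Log2 fold changes on day 6 in *Rybp*-/- cells (horizontal axis) and *Yaf2*-/- cells (vertical axis) against wild type, 1 point per gene of the neuron list (circles) and the neural progenitor list (triangles). Most points lie left of 0 on the horizontal axis, and the named genes include *Olig3* at 3.90 and -1.29.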

### RYBP binds to and regulates more target genes than YAF2 in mESCs and mainly functions as a transcriptional repressor mediated by H2AK119ub

*Rybp* expression was much higher than *Yaf2* expression in mESCs (Fig. 1e and Supplementary Fig. 2a, b), and its knockout led to abnormal expression of a large number of genes in mESCs (Supplementary Fig. 4a). Thus, we next performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) for RYBP and YAF2 to identify their downstream targets in mESCs. 

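In *Rybp*-/- mESCs the mesoderm genes *Pdgfra* and *Tbx1* were higher than in wild type and the epiblast genes *Otx2* and *Fgf5* lower. In wild-type mESCs the normalized counts of *Rybp* were 31.9 times those of *Yaf2*, and this ratio was 6.01 on day 3 and 2.34 on day 6. In *Rybp*-/- mESCs *Yaf2* rose to 246 ± 21.7 normalized counts (SD, n = 2; log2 fold change 1.20, adjusted p = 9.1e-05 from limma). *Pdgfra*, a receptor of early mesoderm, rose from 12.7 ± 2.59 to 91.9 ± 14.6. The T-box gene *Tbx1* rose from 1.11 ± 1.57 to 10.9 ± 1.84. Of 16 mesoderm genes, 8 were higher and 1 lower (8 and 1 adjusted over the list alone), and the list was called at adjusted p = 0.0399 from camera in limma and lost at adjusted p = 0.131 with an estimated correlation. This call was also lost without wild type day 0 replicate 1 (adjusted p = 0.0512 from camera in limma) and without *Yaf2*-/- day 6 replicate 2 (0.0527). The epiblast factor *Otx2* fell with a log2 fold change of -2.38, and *Fgf5*, at 8.33 ± 7.05 in wild type, was listed at 0 in both *Rybp*-/- libraries. Of 13 epiblast genes, 7 were lower and 2 higher (7 and 3 adjusted over the list alone; adjusted p = 0.0303 from camera in limma, lost at adjusted p = 0.238 with an estimated correlation). Of 30 genes of dorsoventral and spinal cord patterning, 10 were higher and 2 lower (11 and 2 adjusted over the list alone; adjusted p = 0.201 from camera in limma), among them *En2*, from 30.8 ± 0.914 to 188 ± 31.0. *Pax2* also rose from 1.91 ± 0.801 to 17.3 ± 3.15. After quantile normalization, which gives every library the same distribution, 3 patterning genes were higher and 5 lower, so that this split turned round. The higher mesoderm genes then numbered 4. They also numbered 4 with only the libraries compared in the model, with 2 lower, and with the 6 libraries of the same day. Of 19 genes of the Wnt/beta-catenin response, 8 were higher and 1 lower (8 and 2 adjusted over the list alone; adjusted p = 0.166 from camera in limma), with *Nkd2*, a feedback inhibitor, rising from 20.1 ± 2.44 to 113 ± 28.8. The higher mesoderm genes numbered 5 without wild type day 0 replicate 2 or *Rybp*-/- day 0 replicate 2, the higher patterning genes 5 without wild type day 0 replicate 2, 6 without *Rybp*-/- day 0 replicate 1 and 4 without *Rybp*-/- day 0 replicate 2, and the higher epiblast genes 0 without wild type day 0 replicate 1 or *Rybp*-/- day 0 replicate 1 and 1 without wild type day 0 replicate 2 or *Rybp*-/- day 0 replicate 2. The *Rybp*-/- mESCs also stood apart in sex-linked transcripts: the Y-linked genes *Ddx3y* and *Uty* lay at 261% and 282% of wild type, and the median log2 fold change of X-linked genes lay 0.371 above that of all genes.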

A total of 10,191 and 504 binding sites were identified for RYBP and YAF2 (among them, 492 RYBP peaks overlapped with 495 YAF2 peaks), respectively, and 98.2% of YAF2 sites overlapped with RYBP sites (Fig. 2a). Gene annotation showed that RYBP and YAF2 mostly bind to gene promoter regions (Fig. 2b), indicating that RYBP and YAF2 might be directly involved in gene regulation. We further identified target genes for RYBP and YAF2, respectively. *Yaf2*^−/−^ led to significant expression changes in only a few YAF2 target genes in mESCs (Supplementary Fig. 4d), further indicating that *Yaf2* has little effect on gene expression in mESCs due to its low expression level. In contrast, *Rybp*^−/−^ resulted in differential expression of a large number of RYBP target genes in mESCs (Fig. 2c), which accounted for most of the differentially expressed genes (Supplementary Fig. 4e). 

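In *Yaf2*-/- mESCs, 8 genes of the germ line and meiosis were higher and 6 endoderm genes lower. Neural progenitor genes moved both ways, with 5 higher and 2 lower, and 0 and 0 with only the libraries compared in the model. *Hormad1*, of the meiotic chromosome axis, rose from 194 ± 26.8 to 648 ± 11.4 normalized counts (SD, n = 2 each; log2 fold change 1.74, adjusted p = 0.000344 from limma). The laminin genes *Lamb1* and *Lama1*, of the basement membrane that endoderm secretes, fell from 1124 ± 16.0 to 345 ± 0.365 and from 1093 ± 4.40 to 496 ± 98.9 (adjusted p = 4.79e-08 and 0.000297 from limma). Of 29 genes of the germ line and meiosis, 8 were higher and 0 lower (13 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). These higher genes numbered 4 without wild type day 0 replicate 1 or *Yaf2*-/- day 0 replicate 2, 5 without *Yaf2*-/- day 0 replicate 1 and 13 without *Yaf2*-/- day 6 replicate 1 or 2. The germ line list gave adjusted p = 8.25e-12 from camera in limma. Of 18 endoderm genes, 6 were lower and 0 higher (6 and 0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05; adjusted p = 0.000722 from camera in limma), and both lists were called with an estimated correlation, at adjusted p = 0.000937 and 0.0207. With only the libraries compared in the model, the higher germ line genes numbered 3 and the lower endoderm genes 3. The lower endoderm genes also numbered 3 with the 6 libraries of the same day. The *Yaf2*-/- mESC libraries also lacked transcripts of the Y chromosome: *Ddx3y*, *Uty*, *Eif2s3y* and *Uba1y* were listed at 0 in both libraries, with 449.7 ± 9.75, 147 ± 20.6, 280.2 ± 4.70 and 131 ± 2.89 normalized counts in wild type. *Srp54a*, which has near-identical copies that can share its reads, and the X-linked gene *Pir* were listed at 0 as well, with 149.6 ± 8.77 and 183 ± 4.18 in wild type. *Fam177a* (chromosome 12 of mm10 from 55124469 to 55142104), which lies next to *Srp54a* (55080262 to 55115367), was also at 0% of wild type in these cells. Whether such losses come from the absence of YAF2 or from the clone was not tested. The target genes from ChIP-seq were not used here, and all genes tested were counted.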

*Rybp* knockout led to more than 3-fold upregulated RYBP target genes than downregulated target genes (Fig. 2c), indicating that RYBP mainly functions as a transcriptional repressor.

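In *Rybp*-/- mESCs, immediate-early and heat shock genes were among the higher genes, and more housekeeping genes were lower than higher. The transcription factor gene *Jun* rose from 138 ± 13.6 to 1062 ± 37.8 normalized counts (SD, n = 2 each). *Egr1* rose from 26.7 ± 16.9 to 132 ± 19.2. The heat shock gene *Hspa1a* rose from 16.9 ± 1.79 to 128 ± 4.41. *Hspa1a* and *Hspa1b* are near-identical copies that can share reads. Of 20 genes of stress and p53, 8 were higher and 3 lower (9 and 3 adjusted over the list alone). Its higher genes numbered 5 without *Rybp*-/- day 0 replicate 2. The stress and p53 list gave adjusted p = 0.142 from camera in limma. Housekeeping genes fell more often than they rose, with 6 of 13 lower and 1 higher (6 and 1 adjusted over the list alone; adjusted p = 0.0915 from camera in limma), among them the glycolytic gene *Pgk1* with a log2 fold change of -0.86 (adjusted p = 5.64e-06 from limma). The RNA-binding factor gene *Lin28a* fell from 1401 ± 47.1 to 352 ± 42.7 normalized counts and *Utf1*, of undifferentiated cells, from 2442 ± 80.1 to 1503 ± 40.4. Over all genes tested, bound by RYBP or not, 1565 DEGs were higher and 645 lower, a ratio of 2.43 and a share of higher genes of 70.8%. This share depends on the scale. With libraries rescaled to the same total 1689 were higher and 524 lower, and after quantile normalization 1078 were higher and 1070 lower, a share of 50.2%. Quantile normalization gives every library the same distribution of values, which by construction draws the numbers of higher and lower genes together. It therefore cannot decide whether the excess of higher genes is real. Genes listed at 0 numbered 923 and 805 in the *Rybp*-/- mESC libraries and 1328 and 1265 in those of wild type. The ratio among RYBP target genes was not analysed here.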

**Fig. 2:**
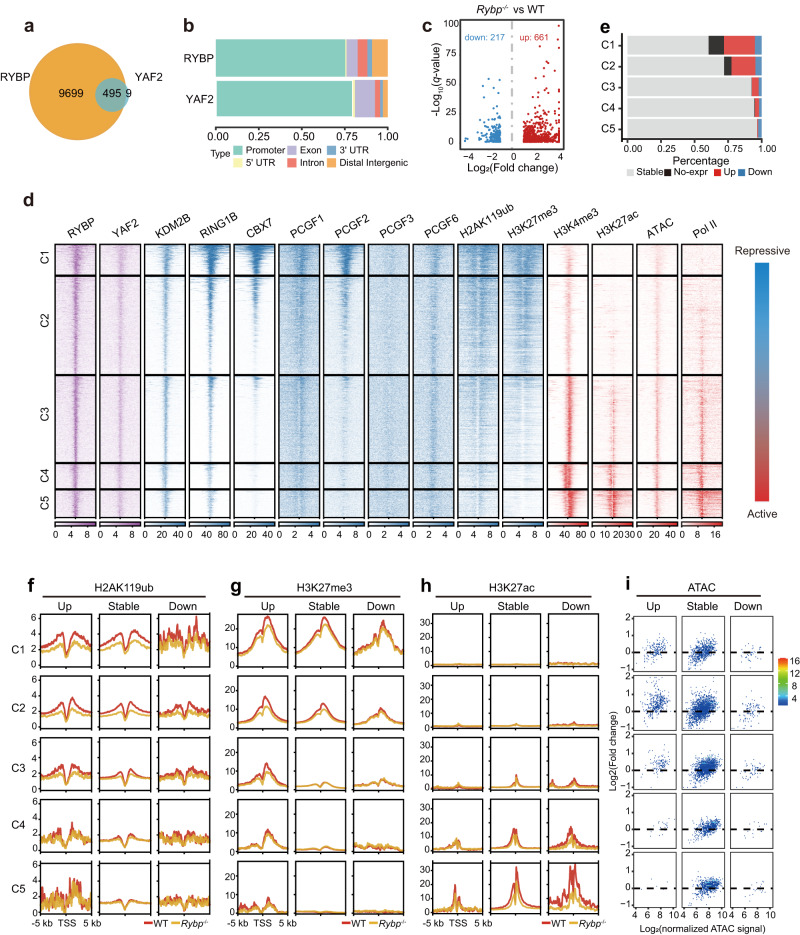
Correlation analysis of binding sites for RYBP/YAF2, other PRC1 subunits, H2AK119ub, H3K27me3, H3K4me3, H3K27ac, ATAC-seq, RNA Pol II and gene expression in wild-type and *Rybp*^*-/-*^ mESCs. **a** Venn diagram showing binding site overlap between RYBP and YAF2 in mESCs. **b** Genomic distribution of RYBP and YAF2 binding sites in mESCs. Genomic features are color-coded in the legend bar. The x-axis shows the cumulative percentage of genomic occupancy of each feature. **c** Scatter plot comparing expression changes of RYBP target genes in wild-type and *Rybp*^−/−^ mESCs. RYBP target genes were identified when RYBP bound within 1 kb of the transcription start sites (TSSs). **d** Heatmap showing enrichment of different factors (YAF2, KDM2B, RING1B, CBX7, PCGF1, PCGF2, PCGF3, PCGF6, H2AK119ub, H3K27me3, H3K4me3, H3K27ac, ATAC-seq and RNA Pol II) centered around TSSs (±5 kb) of RYBP target genes. These peaks were grouped into 5 clusters according to the enrichment of repressive and active markers. **e** Bar plots showing the proportion of different types of RYBP target genes from panel (**d**). No-expr represents genes that were defined as unexpressed. **f–h** Average enrichment of H2AK119ub (**f**), H3K27me3 (**g**), and H3K27ac (**h**) around TSS regions for upregulated, stable, or downregulated RYBP target genes from panel (**e**) between wild-type (red line) and *Rybp*^−/−^ (orange line) mESCs. **i** Scatter plots showing changes in ATAC signals at the promoters of different RYBP target genes between wild-type and *Rybp*^−/−^ mESCs.

Variant PRC1 components colocalize not only with canonical PRC1 and PRC2^14^ but also highly with active histone markers^4^. Although RYBP could bind to 7197 gene promoters in mESCs (Fig. 2b), *Rybp* knockout affected the expression of only 878 genes (Fig. 2c). To comprehensively investigate how RYBP regulates its target genes, we collected ChIP-seq data for PRC1 components (KDM2B, RING1B, CBX7, PCGF1, PCGF2, PCGF3, PCGF6), repressive histone markers (H2AK119ub, H3K27me3), active histone markers (H3K4me3, H3K27ac), and RNA Pol II as well as ATAC-seq data (Fig. 2d). The promoter regions of RYBP target genes were clustered according to the distribution of these factors and histone modifications, and our data indicated that the repressive markers gradually weakened and the active markers gradually increased from cluster 1 (C1) to cluster 5 (C5) (Fig. 2d).

C1 and C2 share cobinding regions of cPRC1-vPRC1-PRC2-H2AK119ub-H3K27me3, which were considered repressed regions (Fig. 2d). C3, C4 and C5 contain common regions of RYBP-YAF2-KDM2B-RING1B-H3K4me3-H3K27ac-Pol II but do not contain obvious H2AK119ub and H3K27me3, which are referred to as vPRC1-only regions. The vPRC1-only regions suggested that although vPRC1 exerts a strong catalytic capacity for H2AK119ub, vPRC1 binding may not necessarily lead to the formation of obvious H2AK119ub levels at gene promoters (Fig. 2d).

By analyzing the expression of these RYBP target genes, we found that the proportion of downregulated genes in *Rybp*^*−/−*^ mESCs was almost the same in the different clusters, indicating that these genes are not directly regulated by RYBP (Fig. 2e). The proportion of derepressed genes in *Rybp*^−/−^ mESCs at the repressed regions (C1 and C2) was significantly higher than that at vPRC1-only regions (C3, C4 and C5), suggesting that H2AK119ub is more critical for gene repression than vPRC1 binding, which is consistent with the inhibitory effect of PRC1-catalyzed H2AK119ub on gene expression^30,31^. We indeed found that *Rybp* knockout significantly reduced the enrichment of H2AK119ub at the H2AK119ub-occupied RYBP target genes from C1 to C3 (Fig. 2f) but had no significant effect on RING1B enrichment (Supplementary Fig. 4f, g).

PRC1 and PRC2 tend to spatially converge on the same genomic sites to form Polycomb chromatin domains, which are uniquely enriched with H2AK119ub and H3K27me3^7,32,33^. PRC2 complexes have been divided into two mutually exclusive complexes, PRC2.1 and PRC2.2, containing either MTF2 or JARID2/AEBP2, respectively^34–36^. To investigate whether *Rybp* knockout affects genomic enrichment of EZH2 (a common PRC2 subunit), PRC2.1, PRC2.2 and H3K27me3, we performed ChIP-seq experiments using both wild-type and *Rybp*^−/−^ mESCs and found that *Rybp* knockout significantly decreased the enrichment of H3K27me3 (Fig. 2g) and weakened the recruitment of EZH2 and JARID2 to the C1, C2, and C3 regions but had little effect on MTF2 recruitment (Supplementary Fig. 4h). This is consistent with the fact that PRC2.1 can be recruited to chromatin independently but that PRC2.2 chromatin binding depends on PRC1-mediated H2AK119ub^37^.

Furthermore, bioinformatic analysis of H3K27ac ChIP-seq data indicated almost no enrichment and no change in H3K27ac in the C1, C2, and C3 regions in *Rybp*^−/−^ mESCs compared with wild-type mESCs, except for downregulation of H3K27ac in the C4 and C5 regions of downregulated genes (Fig. 2h), suggesting that H3K27ac is not required for derepression of RYBP target genes by *Rybp* loss. Moreover, compared to accessible chromatin in the regions of C4 and C5, the promoters of upregulated genes in the regions from C1 to C3 showed significantly increased chromatin accessibility in *Rybp*^−/−^ mESCs (Fig. 2i), consistent with the derepression of these genes. Together, these data indicate that RYBP mainly functions as a repressor to suppress gene expression through H2AK119ub.

### *Rybp* loss impairs neural differentiation by activating the Wnt signaling pathway and derepressing nonneuroectoderm-associated genes

To understand the role of RYBP during mESC neural differentiation, we further identified RYBP binding sites on day 6 in neural-differentiated cells and found that RYBP binding was redistributed compared to that on day 0 (Fig. 3a). We classified RYBP binding sites as D0- or D6-specific sites and common sites (Fig. 3a). Compared to specific sites, the binding strength of RYBP in common sites was significantly stronger (Fig. 3a). We further identified RYBP target genes during neural differentiation (on days 0, 3 and 6) by combining the RYBP binding sites on days 0 and 6 and found that 1866 RYBP target genes (1866/7862, 23.7%) were differentially expressed after *Rybp* knockout (Fig. 3b). Among these DEGs, 1709 genes (1709/1866, 91.6%) were from common sites (Fig. 3b), which showed the strongest RYBP binding. These data suggest that loss of these common RYBP binding sites in mESCs and day 6-differentiated cells has an even greater impact on gene expression.

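Over all genes tested, bound by RYBP or not, 3861 of 15548 (24.8%) were DEGs in *Rybp*-/- cells on at least 1 of the 3 days, with 2332 higher and 1783 lower on at least 1 day. Genes that moved the same way throughout were few: 94 were higher and 39 lower on all 3 days. Y-linked genes lay at 1.72% to 3.39% of wild type on day 3, and at 242% or more on days 0 and 6. Whether the *Rybp*-/- libraries of day 3 came from other cells cannot be told, which limits counts across days. *Pramel3*, of a family of germ cell genes, was listed at 0 in both wild-type libraries of day 3 and had 356 ± 17.6 normalized counts (SD, n = 2) in *Rybp*-/- cells. *Tgfb1*, which encodes a TGF-beta ligand, rose from 149 ± 15.5 to 394 ± 40.2 in mESCs and from 29.1 ± 2.35 to 149.9 ± 4.88 on day 3 (adjusted p = 0.000216 and 3.28e-06 from limma). The junction gene *Cldn4* fell on each day, with log2 fold changes of -1.36, -0.95 and -2.68 (adjusted p = 1.1e-05, 0.000356 and 1.92e-08 from limma). The binding sites were not used here.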

**Fig. 3:**
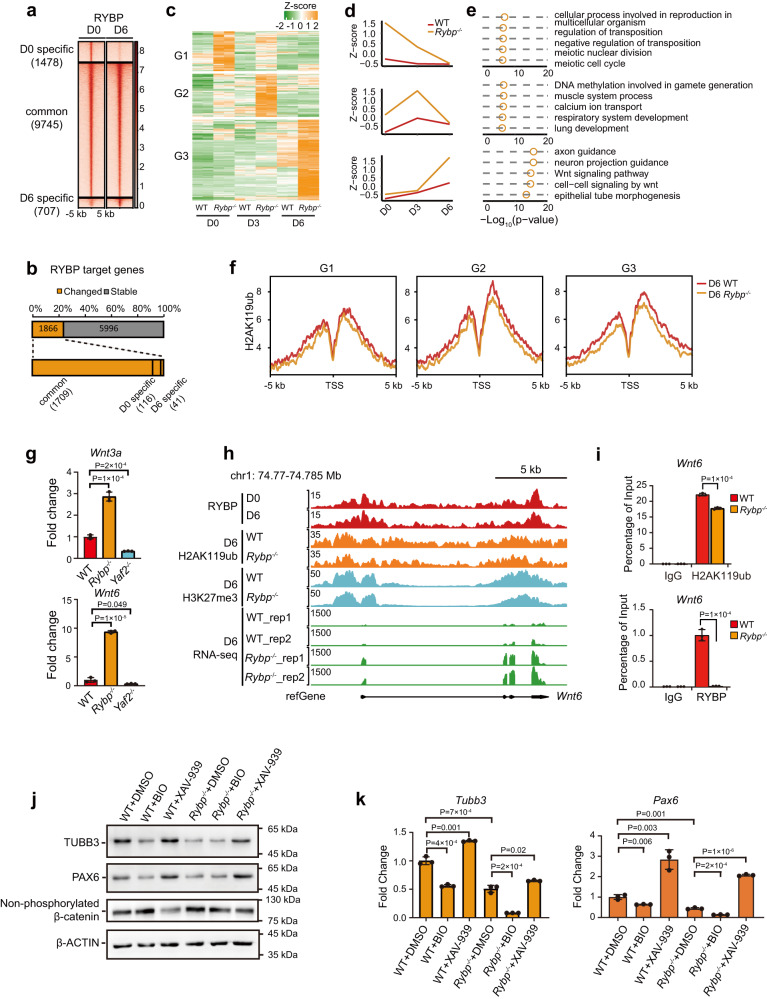
*Rybp* loss inhibits mESC neural differentiation by activating the Wnt signaling pathway and upregulating non-neuroectoderm-associated genes. **a** Heatmaps showing RYBP binding in mESCs and neural differentiated cells on day 6. The RYBP binding sites were divided into three groups based on the fold change of RYBP binding strength between day 0 and day 6. D0 specific: log_2_(D0/D6) >= 1, D6 specific, log_2_(D0/D6) <= -1. **b** Schematic diagram showing the proportion of differentially expressed or stable RYBP target genes during mESC neural differentiation in panel (**a**). **c** Clustering heatmap showing the expression pattern of upregulated RYBP target genes during neural differentiation of mESCs. **d** Line charts showing the average expression of upregulated RYBP target genes from panel (**c**) during neural differentiation of mESCs. **e** GO analysis of upregulated RYBP target genes from panel (**c**). Significance was calculated by hypergeometric distribution. **f** Average enrichment of H2AK119ub peaks in the promoters of different classes of genes from panel (**c**) between wild-type and *Rybp*^−/−^ neural-differentiated cells on day 6. **g** RT-qPCR analysis of *Wnt3a* and *Wnt6* expression in wild-type, *Rybp*^−/−^ and *Yaf2*^−/−^ neural-differentiated cells on day 6. *n* = 3 independent experiments. **h** Representative genomic tracks showing the normalized signal for RYBP, H2AK119ub, H3K27me3 and RNA-seq data at the *Wnt6* gene locus in neural-differentiated cells on day 6. **i** ChIP-qPCR showing relative enrichment of H2AK119ub and RYBP peaks at the promoter region of the *Wnt6* gene in both wild-type and *Rybp*^−/−^ neural-differentiated cells on day 6. IgG was used as the negative control. *n* = 3 independent experiments. **j** Western blot analysis of TUBB3, PAX6, and non-phosphorylated β-catenin in day 6 neural-differentiated cells from wild-type and *Rybp*^−/−^ mESCs treated with DMSO, BIO (500 ng) or XAV-939 (500 ng) from day 3 after neural differentiation. **k** RT-qPCR analysis of *Tubb3* and *Pax6* expression in the cells of panel (**j**). *n* = 3 independent experiments. For **g**, **i**, and **k**, data are represented as the mean values ± s.d.s with the indicated significance from two-sided *t* test. Source data are provided as a Source Data file.

We further extracted derepressed RYBP target genes after *Rybp* loss because derepression of these genes might be the major reason for abnormal neural differentiation. Based on clustering analysis, these genes could be classified into three groups (Fig. 3c). The genes in group 1 were mainly upregulated on day 0 (mESCs) and related to cellular reproduction and meiosis (Fig. 3d, e). 

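Meiotic genes and transcripts of the 2-cell-like state rose together in *Rybp*-/- mESCs. On day 6, 0 of 9 tested 2-cell-like genes were called higher than in wild type, or 1 after quantile normalization. *Stra8*, the retinoic acid target that opens meiosis (ENSMUSG00000029848, chromosome 6 of mm10 from 34920163 to 34939344), rose from 57.1 ± 12.1 to 1632 ± 131 normalized counts (SD, n = 2 each), a log2 fold change of 4.83 (SE 0.262, adjusted p = 2.54e-08 from limma). *Brdt*, a testis bromodomain gene, rose from 17.3 ± 0.476 to 821 ± 188, and *Taf7l*, a germ cell paralog of a general transcription factor, to 532 ± 15.9. Of 29 genes of the germ line and meiosis, 26 were higher and 0 lower in mESCs (26 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05; adjusted p = 9.49e-19 from camera in limma, 0.000142 with an estimated correlation), with a median log2 fold change of 2.78. On day 3, 24 were higher and 0 lower (24 and 1 adjusted over the list alone; adjusted p = 4.45e-15 from camera in limma), and on day 6, 12 were higher and 2 lower (15 and 2 adjusted over the list alone; adjusted p = 3.59e-06). The lower germ line genes of day 6 numbered 4 without *Yaf2*-/- day 6 replicate 1 or 2. All 9 tested 2-cell-like genes were higher in mESCs and on day 3 (9 adjusted over the list alone on both days; adjusted p = 2.66e-11 and 6.63e-14 from camera in limma), and on day 6, 0 were higher and 0 lower, also at an unadjusted p under 0.05 from limma. The higher 2-cell-like genes of day 6 numbered 1 without wild type day 6 replicate 2. Among them, *Usp17lc* rose from 3.08 ± 2.17 to 475 ± 69.0 in mESCs and *Zscan4d* from 55.3 ± 2.59 to 4251 ± 23.3 on day 3, and both belong to multicopy families whose copies can share reads. Of the genes that were higher DEGs on at least 1 day, the fold change was highest in mESCs for 1226 (52.6%), as for 16 of 25 germ line genes, which had it on day 3 in 4 cases and on day 6 in 5.

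**Figure D3:**
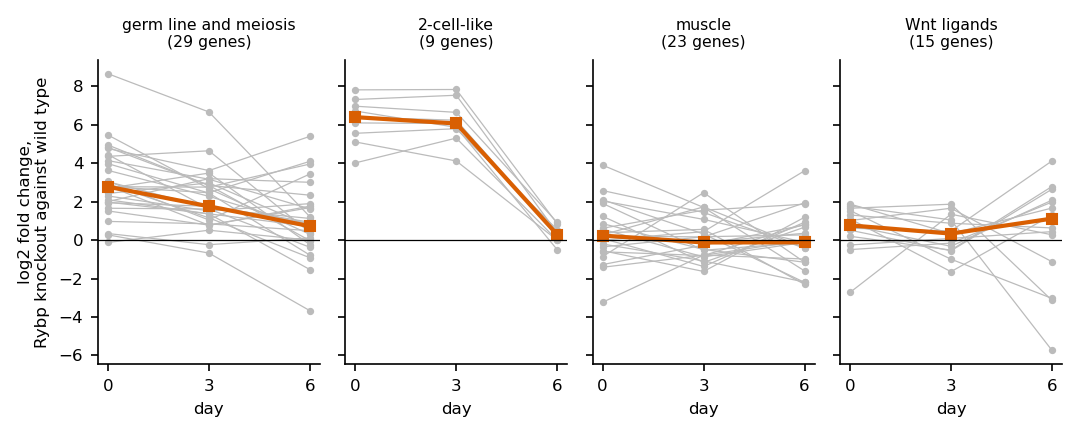
Log2 fold change of *Rybp*-/- against wild-type cells (vertical axis) on days 0, 3 and 6 (horizontal axis), with 1 thin line per gene and a thick line for the median of each of 4 gene lists. Most lines of the germ line panel lie above 0 on day 0.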

The genes in group 2 were mainly upregulated on day 3 of neural differentiation and were mainly associated with muscle and respiratory system development (Fig. 3d, e). 

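On day 3, 5 mesoderm genes were higher in *Rybp*-/- cells and 11 neural progenitor genes lower. *Foxf1*, a regulator of the mesenchyme of lung and gut (ENSMUSG00000042812, chromosome 8 of mm10 from 121084386 to 121088144), rose from 3.64 ± 2.84 to 26.2 ± 2.28 normalized counts (SD, n = 2 each), a log2 fold change of 2.70 (SE 0.524, adjusted p = 0.00193 from limma). *Snai1*, of the epithelial-mesenchymal transition, rose from 59.1 ± 10.6 to 232 ± 11.4. *Eomes*, of early mesendoderm, rose from 45.3 ± 0.484 to 122 ± 19.7. Of 16 mesoderm genes, these along with *Pdgfra* and *Gata2* made 5 higher and 0 lower (7 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05; adjusted p = 0.00812 from camera in limma, 0.0416 with an estimated correlation). Of 23 neural progenitor genes, 11 were lower and 0 higher (11 and 0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05). These lower genes numbered 7 without *Rybp*-/- day 3 replicate 1. The neural progenitor list gave adjusted p = 0.0011 from camera in limma. *Pax6* fell from 286 ± 21.3 to 46.7 ± 11.8. *Sox1*, the earliest marker of neural commitment, fell from 496 ± 32.4 to 249.9 ± 20.0. Of all genes that were higher on at least 1 day, 671 (28.8%) had their highest fold change on day 3, with 4 of 11 mesoderm genes, of which the other 7 had it in mESCs. The *Rybp*-/- libraries of day 3 stood apart in Y-linked transcripts: *Ddx3y*, *Uty*, *Eif2s3y* and *Uba1y* lay at 1.72%, 3.21%, 3.39% and 2.97% of wild type, while *Eif2s3y* and *Uba1y* lay at 329% and 865% in *Rybp*-/- mESCs. On day 3, 1062 DEGs were higher and 434 lower, a share of higher genes of 71% that was 51.3% after quantile normalization, with 872 higher and 829 lower.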

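In *Rybp*-/- cells on day 6, *Msx1*, the BMP ligand genes *Bmp4*, *Bmp6* and *Bmp7*, and *Rspo1* were higher than in wild type. *Msx1*, a BMP target of the dorsal neural tube (ENSMUSG00000048450, chromosome 5 of mm10 from 37820485 to 37824583), rose from 89.1 ± 6.21 to 1741 ± 18.9 normalized counts (SD, n = 2 each), a log2 fold change of 4.28 (SE 0.628, adjusted p = 0.000231 from limma). *Bmp6*, *Bmp7* and *Bmp4* rose with log2 fold changes of 2.95, 2.54 and 2.48 (adjusted p = 4.65e-05, 1.87e-07 and 2.49e-05 from limma). *Rspo1*, which encodes an R-spondin that enhances Wnt signaling, rose from 27.0 ± 6.51 to 629 ± 22.0. Of 21 genes of the BMP and TGF-beta pathway, 6 were higher and 4 lower (7 and 4 adjusted over the list alone). The BMP list gave adjusted p = 0.0662 from camera in limma. With only the libraries compared in the model, 10 of its genes were higher. Among genes that were higher DEGs on at least 1 day, 435 (18.7%) had their highest fold change on day 6. By list these were 5 of 8 higher genes of the BMP and TGF-beta pathway, 4 of 8 Wnt ligands, 4 of 10 genes of the Wnt/beta-catenin response, 4 of 7 neural crest genes, 5 of 9 Hox genes, 4 of 13 patterning genes, 1 of 6 neural progenitor genes and 0 of 4 neuron genes.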

The genes in group 3 were upregulated on day 6 of neural differentiation and were associated with neural development as well as the Wnt signaling pathway (Fig. 3d, e). Enrichment of H2AK119ub at the promoters of these genes was downregulated (Fig. 3f). However, the binding of H3K27me3 showed little change after *Rybp* knockout (Supplementary Fig. 5a), which further supports that RYBP mainly regulates gene expression through H2AK119ub. 

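On day 3, genes of contractile proteins moved both ways in *Rybp*-/- cells. *Myh3*, the embryonic skeletal myosin heavy chain gene (ENSMUSG00000020908, chromosome 11 of mm10 from 67078300 to 67102291), rose from 85.8 ± 3.75 to 234 ± 5.41 normalized counts (SD, n = 2 each), a log2 fold change of 1.44 (SE 0.327, adjusted p = 0.00568 from limma). *Myh7*, of slow and cardiac muscle, rose from 13.6 ± 5.62 to 44.5 ± 2.11. The smooth muscle genes *Cnn1* and *Myl9* fell from 191 ± 7.05 to 61.1 ± 1.45 and from 214 ± 11.4 to 95.6 ± 10.4. Of 23 muscle genes tested, these made 2 higher and 2 lower (2 and 2 adjusted over the list alone), with a median log2 fold change of -0.122, a mean of 0.0768 and adjusted p = 0.934 from camera in limma in the direction down. In mESCs, 6 were higher and 2 lower (6 and 2 adjusted over the list alone; adjusted p = 0.386 from camera in limma), with *Myh7* rising from 3.95 ± 0.587 to 73.0 ± 7.33 and *Myh3* from 38.7 ± 5.27 to 236 ± 18.8. After quantile normalization, which gives every library the same distribution, 3 muscle genes were higher and 5 lower in mESCs. This split thus turned round. On day 3 the lower muscle genes then numbered 4. They numbered 5 with a pseudocount of 5, with only the libraries compared and with the 6 libraries of the same day. Of 9 muscle genes that were higher DEGs on at least 1 day, 6 had their highest fold change in mESCs, 0 on day 3 and 3 on day 6. Without wild type day 3 replicate 1, *Myh7* and *Cnn1* had adjusted p = 0.166 and 0.0872 from limma, and without wild type day 3 replicate 2, *Cnn1* and *Myl9* had 0.0964 and 0.0607. Without *Rybp*-/- day 3 replicate 1, *Myh7* and *Cnn1* had adjusted p = 0.0826 and 0.101 from limma, and without *Rybp*-/- day 3 replicate 2, *Myh7*, *Cnn1* and *Myl9* had 0.102, 0.0921 and 0.0777.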

We confirmed that *Rybp* knockout indeed led to significant derepression of muscle-related genes on day 3 of neural differentiation (Supplementary Fig. 5b). 

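Among the Wnt ligands on day 6, *Wnt1*, *Wnt3a*, *Wnt6* and *Wnt9a* were higher in *Rybp*-/- cells and *Wnt7a*, *Wnt7b* and *Wnt8a* lower. *Wnt1* (ENSMUSG00000022997, chromosome 15 of mm10 from 98789857 to 98793837), a ligand of the dorsal midline, rose from 57.6 ± 10.8 to 1012 ± 91.0 normalized counts (SD, n = 2 each), a log2 fold change of 4.12 (SE 0.928, adjusted p = 0.00562 from limma). *Wnt9a* (chromosome 11 of mm10 from 59306928 to 59333552), *Wnt3a* (chromosome 11 of mm10 from 59248033 to 59290752) and *Wnt6* (chromosome 1 of mm10 from 74771892 to 74785322) rose with log2 fold changes of 2.79, 2.65 and 2.08 (adjusted p = 0.00332, 0.0095 and 0.0128 from limma). *Wnt7a* fell from 399.5 ± 0.718 to 6.77 ± 2.64. *Wnt7b* fell from 1388 ± 11.5 to 158 ± 6.48. *Wnt8a*, a ligand of the early embryo, fell from 94.8 ± 9.71 to 10.7 ± 1.35. Of 15 Wnt ligands tested, 4 were higher and 3 lower (6 and 4 adjusted over the list alone). Their median log2 fold change was 1.12, with adjusted p = 0.297 from camera in limma. With only the libraries compared in the model, 7 ligand genes were higher. Set directly against *Yaf2*-/- cells on day 6, 8 were higher and 2 lower in *Rybp*-/- cells (9 and 2 adjusted over the list alone; adjusted p = 0.0152 from camera in limma, lost at adjusted p = 0.0523 with an estimated correlation). The higher ligand genes numbered 2 without wild type day 6 replicate 1 or *Rybp*-/- day 6 replicate 2 against wild type, and 5 without *Rybp*-/- day 6 replicate 2 against *Yaf2*-/- cells. Without wild type day 6 replicate 1, *Wnt3a* and *Wnt6* had adjusted p = 0.0777 and 0.133 from limma. Without *Rybp*-/- day 6 replicate 1, *Wnt3a* had adjusted p = 0.0646 from limma, and without *Rybp*-/- day 6 replicate 2, *Wnt3a* and *Wnt6* had 0.053 and 0.104.

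**Figure D4:**
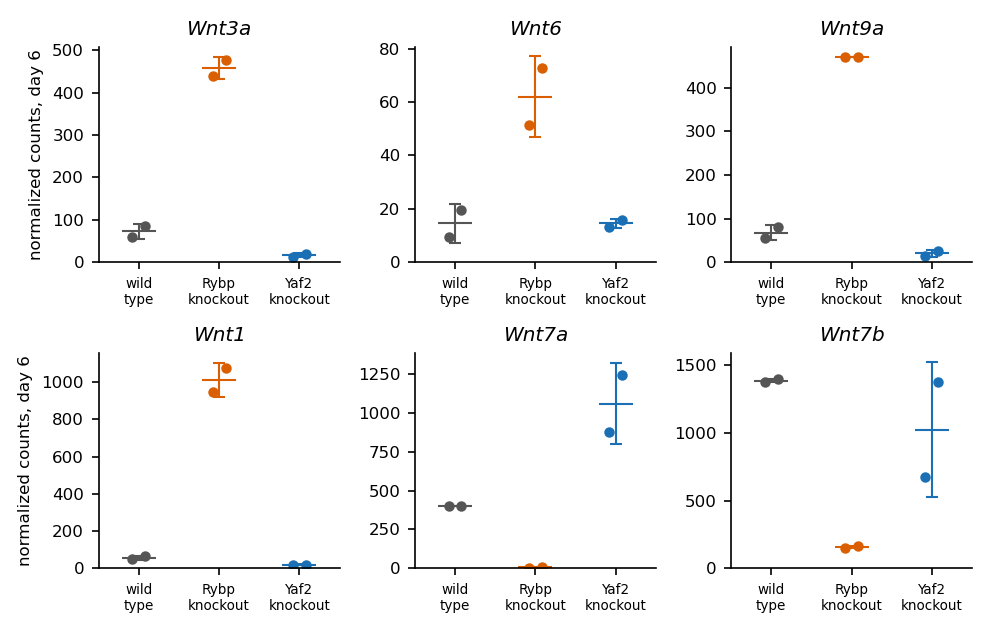
Normalized counts (vertical axis) of 6 Wnt ligand genes in wild-type, *Rybp*-/- and *Yaf2*-/- cells on day 6, with 1 point per library, a line at the mean and error bars of 1 SD (n = 2). *Wnt1*, *Wnt3a* and *Wnt9a* are highest in *Rybp*-/- cells, and *Wnt7a* and *Wnt7b* are lowest in these cells.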

Wnt signaling pathway-related genes were significantly derepressed in *Rybp*^−/−^ neural differentiated cells on day 6 (Fig. 3e and Supplementary Fig. 4b), suggesting that *Rybp* knockout might slow mESC neural differentiation by activating the Wnt signaling pathway, which is consistent with its inhibitory effect on neural differentiation^38^. RT-qPCR data indicated that *Rybp* loss led to depression of *Wnt3a* and *Wnt6* (Fig. 3g), and ChIP-qPCR verified the downregulation of H2AK119ub and depletion of RYBP at the promoters of *Wnt3a* and *Wnt6* (Fig. 3h, i and Supplementary Fig. 5c, d).

To further examine whether the *Rybp*-regulated Wnt pathway is involved in neural differentiation, wild-type and *Rybp*^−/−^ mESCs were treated with BIO (Wnt agonist) and XAV-939 (Wnt inhibitor) from day 3 after mESC neural differentiation. Western blot analysis indicated that non-phosphorylated β-catenin (a marker of the active Wnt pathway) was increased in both BIO-treated cells and DMSO-treated *Rybp*^−/−^ cells but was inhibited in XAV-939-treated cells (Fig. 3j). Consistent with the finding that activation of the Wnt pathway inhibits ESC neural differentiation, Western blot and RT-qPCR analysis indicated that both BIO-treated wild-type and *Rybp*^*−/−*^ cells had reduced expression of TUBB3 and PAX6. In contrast, wild-type and *Rybp*^*−/−*^ cells treated with the Wnt inhibitor XAV-939 rescued the expression of these markers (Fig. 3j, k). In summary, these data suggest that *Rybp* loss inhibits mESC neural differentiation by activating the Wnt pathway and upregulating non-neuroectoderm-associated genes.

### *Yaf2* loss mainly leads to enhanced RYBP enrichment and inhibition of YAF2-RYBP cotargeted genes through RYBP-mediated H2AK119ub

Both YAF2 and RYBP can promote RING1B-dependent H2AK119 ubiquitination^22^. However, *Yaf2* knockout promoted mESC neural differentiation, whereas *Rybp* knockout inhibited mESC neural differentiation (Fig. 1). To investigate the mechanisms of *Yaf2* knockout in promoting mESC neural differentiation, we performed YAF2 ChIP-seq experiments in neural-differentiated cells and identified YAF2 binding sites on day 6 with high quality. Compared to the peaks identified on day 0, the number of YAF2 binding sites increased significantly on day 6, and the majority of YAF2 binding sites on day 0 overlapped with those on day 6 (Fig. 4a). 

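On day 3, the cells without *Yaf2* had more transcript of the meiotic gene *Stra8* and less of *Sox1*, *Sox11* and *Foxb1*. *Stra8* rose from 421 ± 42.3 to 2123 ± 87.5 normalized counts (SD, n = 2 each), a log2 fold change of 2.33 (SE 0.262, adjusted p = 0.000324 from limma). *Sox1* fell to 224 ± 22.6. *Sox11* fell from 1640 ± 29.9 to 979 ± 43.6. *Foxb1*, of the early neural tube, fell from 135 ± 21.6 to 28.1 ± 7.97. Of 29 genes of the germ line and meiosis, 6 were higher and 0 lower (9 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). The germ line list gave adjusted p = 4.94e-08 from camera in limma. With the 6 libraries of the same day, 11 of its genes were higher. Of 23 neural progenitor genes, *Sox1*, *Sox11*, *Sox21* and *Olig3* made 4 lower and 0 higher (5 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 0.000442 from camera in limma, 0.0151 with an estimated correlation). Of 16 mesoderm genes, 0 were higher and 0 lower (0 and 0 adjusted over the list alone, and 3 and 0 at an unadjusted p under 0.05), while the list was higher as a whole (adjusted p = 0.00568 from camera in limma, 0.0408 with an estimated correlation). The higher germ line genes numbered 2 without wild type day 3 replicate 1 or *Yaf2*-/- day 3 replicate 1 or 2, and the lower neural progenitor genes 2 without wild type day 3 replicate 1 or 2 or *Yaf2*-/- day 3 replicate 2. With only the libraries compared in the model, 7 neural progenitor genes were lower. Over all genes tested, 1188 (7.64%) were DEGs in *Yaf2*-/- cells on at least 1 day. Of these, 821 were DEGs on day 6 but not on day 0 or 3. On all 3 days, 8 genes were higher and 10 lower. Whether the effect on day 6 differs from that on day 3 was tested gene by gene, and 673 genes passed at the thresholds for DEGs, or 1036 without *Yaf2*-/- day 6 replicate 1. Without wild type day 3 replicate 1 and 2 in turn, *Olig3* had adjusted p = 0.0961 and 0.0968 from limma and *Sox21* 0.0779 and 0.0691; *Olig3* had 0.153 without *Yaf2*-/- day 3 replicate 1, and *Olig3* and *Sox21* had 0.0527 and 0.128 without *Yaf2*-/- day 3 replicate 2. The target genes from ChIP-seq were not used here.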

Integration analysis between YAF2 ChIP-seq data and RNA-seq data indicated that only a few YAF2 target genes were differentially expressed in *Yaf2*^−/−^ mESCs and *Yaf2*^−/−^ neural differentiated cells on day 3 in contrast to wild-type cells, although a large number of YAF2 target genes were differentially expressed on day 6 of mESC neural differentiation (Fig. 4b), suggesting that YAF2 plays critical roles in regulating gene expression on day 6 of mESC neural differentiation. Therefore, we mainly focused on YAF2 target DEGs on day 6.

**Fig. 4:**
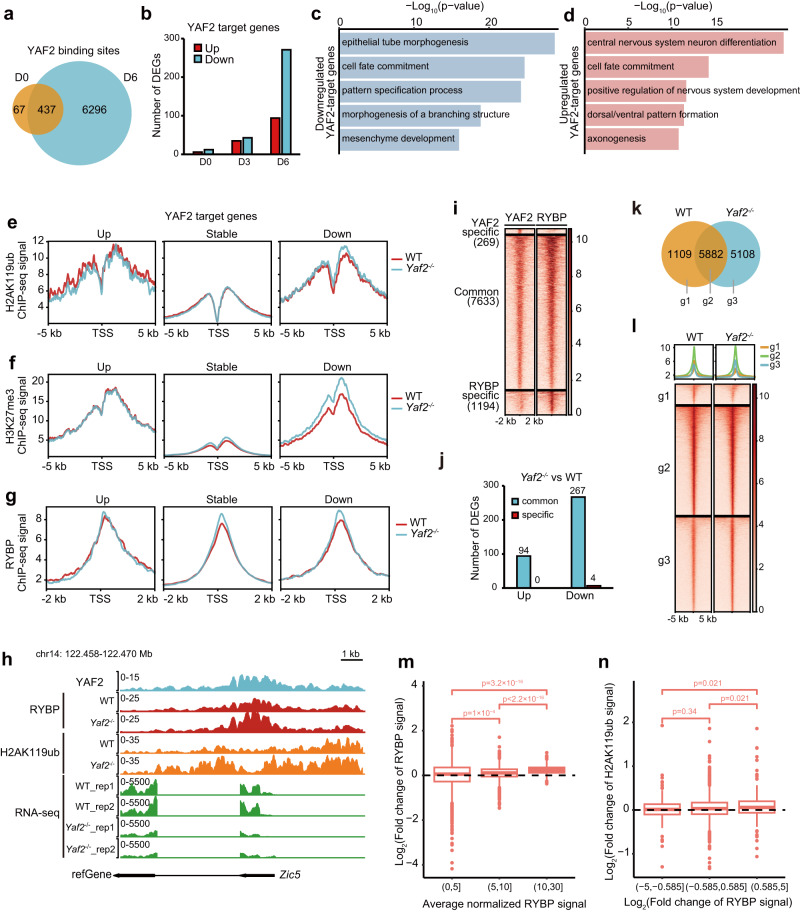
*Yaf2* loss mainly leads to inhibition of YAF2-RYBP co-targeted genes through RYBP-mediated H2AK119ub. **a** Venn diagram showing the overlap of YAF2 binding sites in mESCs and neural differentiated cells on day 6. **b** Bar plots showing the number of YAF2 target DEGs in mESCs and neural differentiated cells on days 0, 3, and 6, respectively. **c**, **d** GO analysis of downregulated (**c**) and upregulated (**d**) YAF2 target genes after *Yaf2* knockout in neural-differentiated cells on day 6. **e**–**g** Average normalized ChIP signal for H2AK119ub (**e**), H3K27me3 (**f**) and RYBP (**g**) in the promoters of upregulated, stable, and downregulated YAF2 target genes after *Yaf2* knockout. **h** Genomic tracks showing the enrichments of YAF2/RYBP/H2AK119ub and mRNA level at the *Zic5* gene locus in day 6 neural-differentiated cells. **i** Heatmaps showing YAF2 and RYBP binding in day 6 neural-differentiated cells. YAF2 specific, log_2_(YAF2/RYBP) >= 1; RYBP specific, log_2_(YAF2/RYBP) <= −1. **j** Bar plots showing the number of YAF2-target DEGs derived from the common and YAF2-specific regions in panel (**i**). **k** Venn plot showing RYBP peak overlap between wild-type and *Yaf2*^−/−^ neural differentiated cells on day 6. **l** Heatmaps and profiles showing normalized RYBP ChIP signals between wild-type and *Yaf2* neural differentiated cells on day 6 based on (**k**). **m** Box plots showing the distribution of Log_2_(fold change) of RYBP peaks between wild-type and *Yaf2*^−/−^ neural-differentiated cells on day 6. The RYBP binding sites (*n* = 4035) were divided into three groups based on the average peak strength. **n** Box plots showing the distribution of Log_2_(fold change) of H2AK119ub peaks between wild-type and *Yaf2*^−/−^ neural-differentiated cells on day 6. H2AK119ub sites (*n* = 4035) were divided into three groups based on the change of RYBP peaks between wild-type and *Yaf2*^−/−^ neural-differentiated cells on day 6. The upper and lower edges of the boxes represent 75% and 25% quartiles, the central line represents the median, the whiskers extend to 1.5 × IQR, and the dots represent outliers in **m** and **n**. Significant results for **m** and **n** were derived from the two-sided Wilcoxon test. Source data are provided as a Source Data file.

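On day 6, *Yaf2*-/- cells had lower transcripts of *Grb10*, *Etv5*, *Epcam* and 8 neural crest genes. *Grb10* (ENSMUSG00000020176, chromosome 11 of mm10 from 11930508 to 12038683) fell from 4585 ± 158 to 44.8 ± 7.65 normalized counts (SD, n = 2 each), a log2 fold change of -6.66 (SE 0.120, adjusted p = 1.18e-13 from limma). *Etv5*, a transcription factor downstream of FGF, fell from 1232 ± 57.0 to 112 ± 2.06. The epithelial adhesion gene *Epcam* fell from 330 ± 58.6 to 30.1 ± 12.5. The neural crest regulators *Tfap2a*, *Tfap2b* and *Zic1* fell with log2 fold changes of -4.55, -3.86 and -3.13 (adjusted p = 1.94e-05, 0.00515 and 0.0033 from limma). Of 18 neural crest genes, 8 were lower and 0 higher (9 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 1.39e-05 from camera in limma, 0.00371 with an estimated correlation). Among the genes that rose, *Hes2* of the HES family went from 7.49 ± 6.45 to 143 ± 36.3. Over all genes tested, 121 DEGs were higher and 782 lower, a share of higher genes of 13.4% that was 23.8% after quantile normalization, with 168 higher and 539 lower. The higher genes numbered 80 without wild type day 6 replicate 2, 71 without *Yaf2*-/- day 6 replicate 2, 182 without *Yaf2*-/- day 6 replicate 1 and 193 with a pseudocount of 5. The lower genes numbered 326 with only the libraries compared in the model, 485 with the 6 libraries of the same day, and 519 without the 649 genes that fall at least 4 times from day 0 to day 6 in wild type, an alternative chosen after the values were seen.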

The DEG results showed that *Yaf2* loss mainly resulted in the downregulation of its target genes in neural-differentiated cells on day 6 (Fig. 4b). GO analysis showed that the downregulated genes were associated with non-neuroectoderm differentiation (Fig. 4c), while the upregulated genes were associated with neural differentiation (Fig. 4d), indicating that *Yaf2* loss led to significant derepression of neural-related genes and inhibition of non-neuroectoderm-associated genes, which was consistent with the promoting effect on neural differentiation by *Yaf2* knockout.

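The transcripts that *Yaf2*-/- cells lost on day 6 included those of pluripotent cells, of the epiblast, of endoderm and of epithelia. Many transcripts of these 4 lists were also lower in *Rybp*-/- cells. However, 2 epiblast genes and 2 genes of trophoblast and simple epithelium were higher in *Rybp*-/- and lower in *Yaf2*-/- cells. *Nanog*, a core pluripotency factor (ENSMUSG00000012396, chromosome 6 of mm10 from 122707489 to 122714633), fell from 493 ± 39.5 in wild type to 12.0 ± 7.94 normalized counts in *Yaf2*-/- and 24.6 ± 7.62 in *Rybp*-/- cells (SD, n = 2 each), with adjusted p = 1.52e-08 and 1.81e-07 from limma. *Cdh1*, which encodes E-cadherin, fell from 941 ± 113 to 104 ± 3.80 and 80.5 ± 8.94. The endoderm receptor gene *Cubn* fell from 1103 ± 83.6 to 77.4 ± 16.2 and 15.3 ± 2.06. Of 22 pluripotency genes, 20 were lower and 1 higher in *Yaf2*-/- cells (21 and 1 adjusted over the list alone; adjusted p = 2.43e-29 from camera in limma), where *Sox2*, also a neural factor, was the member that rose (log2 fold change 0.28, adjusted p = 0.0328 from limma). The call of *Sox2* was lost without wild type day 6 replicate 1 or 2 (adjusted p = 0.122 and 0.161 from limma), *Rybp*-/- day 6 replicate 1 or 2 (0.0501 and 0.0502) and *Yaf2*-/- day 6 replicate 2 (0.153). In *Rybp*-/- cells, 20 were lower and 0 higher (20 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 1.21e-22 from camera in limma), and the same 20 genes were lower in both knockouts. Of 18 endoderm genes, 13 were lower and 0 higher in *Yaf2*-/- cells (14 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 1.59e-16 from camera in limma), and 12 of them were lower in both knockouts. Of 13 epiblast genes, 11 were lower and 0 higher in *Yaf2*-/- cells (11 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 8.7e-20 from camera in limma), and 7 were lower in both. Of 13 genes of trophoblast and simple epithelium, 9 were lower and 0 higher in *Yaf2*-/- cells (9 and 0 adjusted over the list alone, and 0 higher at an unadjusted p under 0.05; adjusted p = 1.36e-09 from camera in limma), and 6 were lower in both. With an estimated correlation these 4 lists were called in *Yaf2*-/- cells at adjusted p = 0.000174, 0.000152, 0.000228 and 0.0119. With only the libraries compared in the model, 5 genes of trophoblast and simple epithelium were lower in *Yaf2*-/- cells. Part of the overlap between the knockouts can come from the wild-type libraries that both comparisons share.

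**Figure D5:**
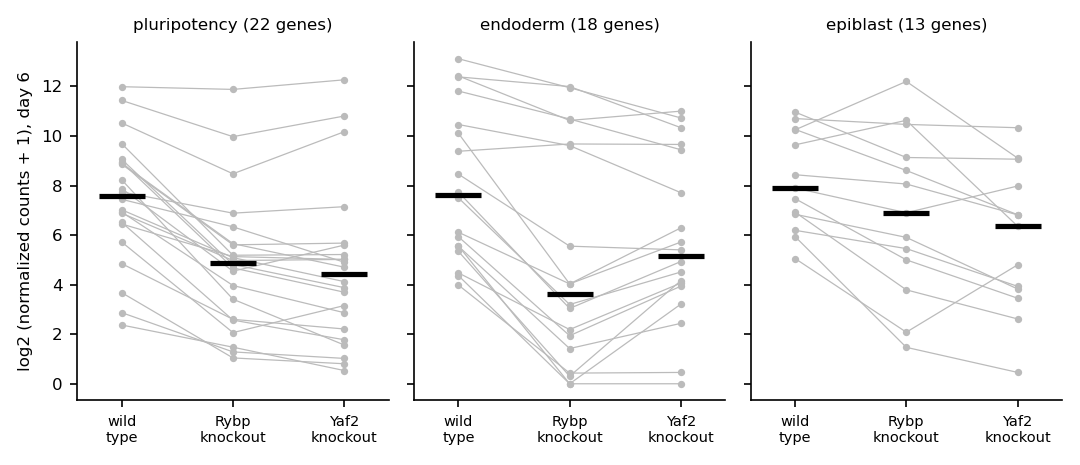
Mean log2 (normalized counts + 1) on day 6 (vertical axis) in wild-type, *Rybp*-/- and *Yaf2*-/- cells (horizontal axis), with 1 line per gene of the pluripotency, endoderm and epiblast lists and a bar at the median. The medians of all 3 lists lie lower in both knockouts than in wild type.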

We further investigated the regulatory mechanism of YAF2 on its target genes. YAF2 belongs to the non-classical PRC1 subunit and has the ability to enhance H2AK119ub deposition by promoting PRC1 activity^22^. We performed ChIP-seq for RING1B, RYBP, H2AK119ub, and H3K27me3 and analyzed their enrichment at the promoters of YAF2 target genes. Our results showed that *Yaf2* knockout had no significant effect on RING1B binding in either mESCs or neural-differentiated cells on day 6 (Supplementary Fig. 5e, f). Surprisingly, the enrichment of both H2AK119ub and H3K27me3 was enhanced at the promoters of downregulated genes but remained unchanged at the promoters of upregulated and stable genes after *Yaf2* knockout (Fig. 4e, f). Similarly, the enrichment of RYBP at the promoters of upregulated genes was not affected but increased at the promoters of downregulated genes (Fig. 4g), which was exemplified at the *Zic5* gene locus (Fig. 4h). 

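*Zic5*, a zinc finger factor of the dorsal neural tube, moved in opposite directions in the knockouts on day 6. It lies on chromosome 14 of mm10 from 122456795 to 122465677 (ENSMUSG00000041703). In *Yaf2*-/- cells it fell from 490.2 ± 1.72 to 163 ± 16.1 normalized counts (SD, n = 2 each), a log2 fold change of -1.58 (SE 0.134, adjusted p = 1.8e-06 from limma). In *Rybp*-/- cells it rose to 2567 ± 342 normalized counts, a log2 fold change of 2.38 (SE 0.134, adjusted p = 2.4e-08 from limma). Set directly against each other, *Rybp*-/- and *Yaf2*-/- cells differed by 3.96 on the log2 scale (adjusted p = 1.54e-10 from limma). In *Yaf2*-/- mESCs and on day 3 its log2 fold changes were -0.33 and 0.26 (adjusted p = 0.23 and 0.442 from limma). Neither passed. In *Rybp*-/- mESCs *Zic5* was lower, with a log2 fold change of -0.43 (adjusted p = 0.0233 from limma). That call was lost in 5 of 28 alternatives. In *Rybp*-/- cells on day 3 its log2 fold change was -0.23 (adjusted p = 0.234 from limma), which passed in 1 of 28 alternatives.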

Based on these results, it seems that YAF2 might have no direct role in derepressed target genes after the loss of *Yaf2*. Considering that YAF2 competes with RYBP binding, its loss might regulate gene expression by influencing RYBP binding and H2AK119ub deposition.

To explore how RYBP binding is affected by *Yaf2* knockout, we first examined RYBP expression at both the mRNA and protein levels and found that RYBP expression slightly increased in *Yaf2*^−/−^ neural-differentiated cells on day 6 compared with wild-type cells (Fig. 1h and Supplementary Fig. 5g). Next, we compared YAF2 binding sites with RYBP in wild-type neural-differentiated cells on day 6 and found that most of the YAF2 binding sites were colocalized with RYBP (Fig. 4i), and approximately 99% (94/94 upregulated genes, 267/271 downregulated genes) of the *Yaf2*^*−/−*^ differential target genes came from the colocalization regions (Fig. 4j), supporting that *Yaf2* loss regulated gene expression by affecting RYBP binding. Then, we investigated the effect of *Yaf2* knockout on RYBP distribution and observed that *Yaf2* loss did not lead to RYBP redistribution to new sites but resulted in the redistribution of its binding strength (Fig. 4k, l). We further investigated the features of RYBP redistribution and found that the regions with strong RYBP binding tended to become even stronger, and the weak binding sites with RYBP tended to become even weaker after *Yaf2* loss (Fig. 4m). Consistently, we also found an increase in YAF2 binding upon *Rybp* loss at the selected RYBP sites with strong binding signals in ESCs (Supplementary Fig. 5h). These findings were in line with our discovery of YAF2/RYBP competitive binding (Fig. 1). To further explore whether redistribution of RYBP binding strength influences H2AK119ub, we divided RYBP binding sites into three groups based on changes in RYBP binding after *Yaf2* knockout and found that the regions with enhanced RYBP binding showed an elevation in H2AK119ub deposition (Fig. 4n).

*Rybp* loss derepressed Wnt pathway-related genes, while *Yaf2* loss led to slight inhibition of Wnt-related genes (Fig. 3g). However, the enrichment of RYBP and H2AK119ub was not significantly affected in the promoters of *Wnt3a*, *Wnt6a* and *Wnt9* genes by loss of *Yaf2* (Supplementary Fig. 5i), suggesting that YAF2 might indirectly regulate Wnt-related genes. Taken together, our results showed that *Yaf2* loss resulted in the redistribution of RYBP binding strength and caused the higher enrichment of RYBP at the RYBP-YAF2 cobound sites, which might enhance H2AK119ub deposition and further depress the non-neuroectoderm-associated genes.

## Discussion

RYBP and its paralog YAF2 are often mentioned together due to their high protein sequence similarity. RYBP and YAF2 compete for RING1A/B with CBXs, and both can dramatically stimulate the activity of RING1B toward H2AK119ub^13,22,39^. Biochemical approaches have revealed that both RYBP and YAF2 stimulate similar levels of PCGF1-RING1B E3 ligase activity in vitro^22^, but it is difficult to quantitatively measure this ability of RYBP or YAF2 to stimulate RING1B E3 ligase activity in vivo due to the complexity of the intracellular environment. Whether RYBP and YAF2 have different biological functions is still unclear. In this study, we found that RYBP and YAF2 are not redundant during mESC neural differentiation, and *Rybp* loss decreased while *Yaf2* loss increased the efficiency of mESC neural differentiation (Fig. 5). An earlier study also suggested that RYBP and YAF2 might have different functions in regulating gene expression^25^.

**Fig. 5:**
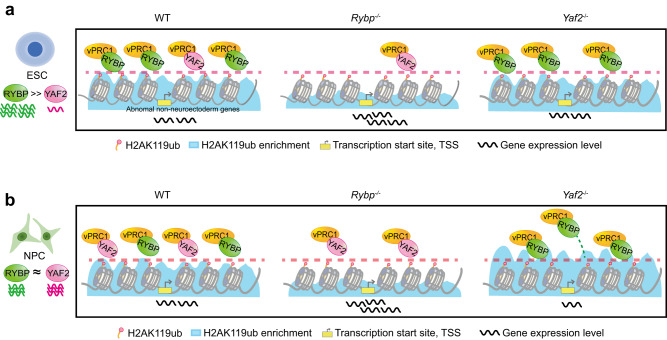
Model of RYBP-vPRC1 and YAF2-vPRC1 for H2AK119ub enrichment and gene regulation during mESC neural differentiation. **a** In mESCs, *Rybp* is highly expressed compared with *Yaf2*. *Rybp* knockout leads to a significant reduction in H2AK119ub enrichment and a large number of genes that are derepressed; *Yaf2* knockout has little effect on H2AK119ub enrichment and gene expression. **b** *Rybp* gradually decreases but *Yaf2* gradually increases during mESC neural differentiation. RYBP and YAF2 interact with vPRC1 in a competitive manner. *Rybp* knockout increases the occupation of YAF2 in RYBP-YAF2 cobinding regions but decreases H2AK119ub enrichment and leads to derepression of these cobinding genes. In contrast, *Yaf2* knockout increases the occupation of both RYBP and H2AK119ub on RYBP-YAF2 cobinding regions and downregulates the expression of these cobinding genes.

RYBP and YAF2 compete to bind RING1B, which was consistent with a previous report that RYBP and YAF2 mutually exclusive bind to the same RING1B surface^40^, and our results showed that they share similar binding sites in both mESCs and NPCs in the genome, and loss of either RYBP or YAF2 resulted in the redistribution of the other. These results were similar to those of paralogous transcription factors competing to bind the genome^41^, and our previous work also showed that CTCF and its short isoform CTCF-s competitively bind to the genome but share the majority of binding sites^42^, further supporting our findings in this work.

We found that H2AK119ub catalyzed by vPRC1 was critical for gene repression, but *Rybp* knockout, which dramatically decreased H2AK119ub, did not derepress all its target genes. We believe that gene derepression requires not only the removal of inhibitory marks such as H2AK119ub and H3K27me3 but also activation factors such as transcription factors, active histone marks, and accessible chromatin. For example, RYBP and H2AK119ub were enriched in the promoters of Wnt pathway genes (*Wnt3a* and *Wnt9a*) in both mESCs and neural differentiated cells on day 6. Consistently, their expression was extremely low in mESCs, and even *Rybp* knockout did not lead to their significant upregulation. However, they were highly expressed in neural differentiated cells on day 6, indicating the existence of active factors, and their expression was dramatically upregulated after *Rybp* knockout. These results indicate that the changes in gene expression are balanced between active and inhibitory factors.

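Both *Wnt3a* and *Wnt9a* encode Wnt ligands, and both were close to silent in mESCs. *Wnt3a* had 5.25 ± 1.12 normalized counts (SD, n = 2) in wild-type and 8.33 ± 4.09 in *Rybp*-/- mESCs, and *Wnt9a* had 15.2 ± 4.14 in wild type. These are log2 fold changes of 0.52 and 0.20 (adjusted p = 0.584 and 0.828 from limma), and a difference was not detectable at these levels. On day 6, *Wnt3a* had 458 ± 26.1 normalized counts in *Rybp*-/- cells (SD, n = 2), and *Wnt9a* had 469.9 ± 0.401 there and 68.1 ± 17.1 in wild type. In *Yaf2*-/- cells on day 6 they had 16.1 ± 4.73 and 20.9 ± 8.36, with log2 fold changes of -2.12 and -1.69 (adjusted p = 0.0548 and 0.0866 from limma) that did not pass. In *Yaf2*-/- cells, *Wnt3a* passed without wild type day 3 replicate 1 or 2 (adjusted p = 0.0221 and 0.0213 from limma), and *Wnt9a* without *Yaf2*-/- day 0 replicate 1 or 2 (0.0384 and 0.0373). Without *Yaf2*-/- day 6 replicate 1, both passed, at adjusted p = 0.0491 and 0.0479 from limma. Over 28 alternatives, *Wnt3a* passed in 8 and *Wnt9a* in 6 (adjusted p from 0.00135 to 0.253 and from 0.0266 to 0.384 from limma), among them a pseudocount of 5, the replicate number as a block and the 6 libraries of the same day for both.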

Taken together, our findings provide the insight that the diversity of PRC1 subunits RYBP and YAF2 contributes to meticulous and accurate gene expression during mESC neural differentiation.

## Methods

### Cell culture and differentiation

46C Sox1-GFP mES cell lines^4^ were cultured on 0.2% gelatin-coated plates in Dulbecco’s Modified Eagle Medium (DMEM) high-glucose medium (HyClone) containing 15% fetal bovine serum (FBS, Gibco), 1% GlutaMAX (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 1% non-essential amino acids (Gibco), 1% sodium pyruvate (Gibco), 1000 U/ml leukemia inhibitory factor (LIF) and 2i inhibitors (3 μM CHIR99021 and 1 μM PD0325901). HEK293T cells were maintained in DMEM high-glucose medium supplemented with 10% FBS (Natocor). All cell lines were cultured under 5% CO_2_ at 37 °C.

mESCs were induced to undergo neural differentiation as previously described^43^. Cells were dissociated and plated at a density of 1 × 10^4^ cells/cm^2^ on Attachment Factor (Gibco, S006100)-coated plates in DMEM/F12 (1:1) medium supplemented with 0.5% N2 (Gibco), 1% B27 (Gibco), 1% non-essential amino acids, 1% Glutamax, and 0.1 mM 2-mercaptoethanol (Gibco). Fresh culture medium was changed every other day.

### Plasmid construction

The plasmids for protein purification of the pull-down assay were cloned and inserted into the pGEX-4T or pET-28a vector (between EcoR1 and Xhol1), which contains sequences encoding GST-tag or 6×His-tag at the N-terminus. The coding region of *Ring1b* or *Yaf2* was amplified from mouse cDNAs by PCR. The plasmids for Flag-IP were cloned and inserted into the pSIN vector (between EcoR1 and Cla1). The coding regions of *Rybp*, *Yaf2*, *Ring1b* and their deletions were amplified from mouse cDNAs by PCR. All the constructs were confirmed by Sanger sequencing. The plasmids and primers used in this study are shown in Supplementary Table S1.

### CRISPR/Cas9 genome editing

*Rybp*^−/−^ and *Yaf2*^−/−^ mESC lines were generated by using the CRISPR/Cas9 method as previously described^44^. In brief, sgRNAs targeting *Yaf2* and *Rybp* in the mouse genome were designed by using https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design. The primers used to construct individual sgRNAs are shown in Supplementary Table S2. The pX330 plasmid (Addgene plasmid #42230), which contains sgRNA, and the pMD-18T plasmid, which contains donor repair templates, were electroporated into 46C mESCs. The cells were selected with 2 μg/ml puromycin (Gibco) for at least four days. Individual clones were replated on gelatin-coated 48-well plates for further selection. The clones were expanded, and the target loci were sequenced by Sanger sequencing.

### Immunoprecipitation and Western blot

Cells were collected and kept at -80 °C until immunoprecipitation (IP). Cells were resuspended in cold lysis buffer (10 mM Tris-HCl (pH 8.0), 10 mM NaCl, 3 mM MgCl_2_, 0.5% IGEPAL-CA630, 1 mM EDTA and 1 × protease inhibitor cocktail (PIC, Bimake, B14001)) on ice for 30 min with occasional pipetting up and down and centrifuged at 12,000 × *g* at 4 °C for 5 min to remove insoluble material. The protein concentration of the supernatant was measured by nanodrop and diluted with IP buffer (20 mM Tris-HCl (pH 8.0), 150 mM NaCl, 10% glycerol, 0.5% Triton X-100, 1 mM EDTA and 1 × PIC) and then incubated with specific antibodies and Dynabeads protein A/G (1:1 mixed) at 4 °C for 4 hrs. The beads were washed three times with IP Wash buffer (20 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.5% Triton X-100 and 1 mM EDTA), and then protein bound on the beads was boiled with 2 × SDS loading buffer for 10 min. The eluted bound proteins were analyzed by Western blotting.

For Western blot experiments, cells were resuspended and sonicated in RIPA buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS and 1 × PIC). After centrifugation at 12,000 × *g* at 4 °C for 10 min, soluble proteins were quantified. After SDS-polyacrylamide gel electrophoresis (PAGE), proteins were transferred onto polyvinylidene fluoride membranes (PVDF). The PVDF membrane was blocked with 5% milk in TBS-T (TBS with 0.05% Tween-20). The PVDF membrane was incubated with the corresponding primary antibody and secondary antibody. The antibodies used in this study are listed in Supplementary Table S3.

### Pull-down assays

GST-RING1B and His-mYAF2-mCherry fusion proteins were expressed in *E. coli* BL21 (DE3) (TransGen Biotech, CD601), purified and quantified using the Pierce BCA Protein Assay Kit (Thermo Scientific, 23225). Three hundred nanograms of GST-RING1B protein was incubated with 1 mg of total cell extracts of ESCs as well as His-mYAF2-mCherry protein at increasing concentrations (0, 100, and 300 ng) in PBS buffer supplemented with 1 × PIC at 4 °C for 4 hrs. GSTSep Glutathione Agarose Resin was added to the mixture and incubated at 4 °C for 2 hrs. Then, the resin was washed four times with PBS buffer and boiled in SDS loading buffer for Western blotting.

### Quantitative RT-PCR

The cells were collected and washed with PBS, and the total RNA was extracted with a RaPure Total RNA Micro Kit (Magen, 4012-03). For quantitative PCR, cDNAs were synthesized with HiScript® III RT SuperMix for qPCR (Vazyme Biotech, R323-01). Real-time PCR was performed using SYBR Green mix (Genstar, A301-01) on a CFX96 real-time PCR system (Bio-Rad) according to the manufacturer’s instructions. The data were analyzed by using the ΔΔC_t_ method^45^, and *Gapdh* was used as an internal control. All experiments were repeated three times. The primers used for the RT-qPCR assays are listed in Supplementary Table S4.

### Protein expression and purification

pET-28a-m*Yaf2*-mCherry plasmids were expressed in *E. coli* BL21 (DE3), and transformed cells were grown at 37 °C with kanamycin to a density of 0.6 to 0.8 at OD600 (optical density at 600 nm) and induced with 0.5 mM isopropyl-β-D-thiogalactopyranoside (IPTG) at 25 °C for 5 hrs. The cells were collected and resuspended in lysis buffer (25 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5% glycerol, 1 × PIC and 20 mM imidazole) and crushed by using a low-temperature ultra-high pressure continuous flow cell crusher (JNBIO, LC-10C). Lysates were cleared by centrifugation at 12,000 × g at 4 °C for 45 min, and protein supernatants were allowed to flow through a Ni-NTA Sefinose Column (Sangon Biotech, C600791). The columns were washed three times with lysis buffer containing 20 mM imidazole and then washed twice with lysis buffer containing 30 mM imidazole. The proteins were eluted from the Ni-NTA column with elution buffer (25 mM Tris-HCl (pH 7.5), 500 mM NaCl, 10% glycerol, 1 × PIC, and 300 mM imidazole). The eluted fraction was dialyzed in high salt buffer (25 mM Tris-HCl (pH 7.5), 500 mM NaCl, 10% glycerol, and 1 mM DTT) at 4 °C to remove imidazole. The proteins were concentrated with Amicon Ultra Centrifugal filters (Millipore, 30 K MWCO), and the protein concentration was determined by using the Pierce BCA Protein Assay Kit (Thermo Scientific, 23225).

pGEX-4T-m*Ring1b* was transformed and expressed in *E. coli* BL21 (DE3). The experimental procedures for GST-fusion protein purification were the same as those mentioned above. After centrifugation, the supernatant was collected and mixed with GSTSep Glutathione Agarose Resin (Yeasen, 20507ES10) equilibrated with PBS buffer. Then, the mixtures of protein and GST Agarose Resin were rotated at 4 °C for 2 hrs, washed four times with T buffer (50 mM Tris-HCl (pH 7.5), 1 mM DTT, 0.1% NP-40, and 10% glycerol) containing 150 mM NaCl and eluted with T buffer by adding 25 mM glutathione. The eluted fraction was dialyzed in T buffer containing 300 mM NaCl, concentrated, and stored at -80 °C.

### RNA-seq

The total RNAs were extracted with a RaPure Total RNA Micro Kit (Magen, R4012-03). RNA sequencing libraries were constructed using a VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (Vazyme Biotech, NR605) according to the manufacturer’s instructions. In brief, 500 ng of total RNAs were used for RNA-seq library construction. Poly(A)-containing mRNAs were isolated by poly(A) selection beads (Vazyme Biotech, N401) and further reverse transcribed to cDNAs. cDNAs were ligated with adapters, amplified by PCR, and purified with AMPure XP beads (Beckman Coulter, A63882) to obtain the final sequencing library. The libraries were sequenced on an Illumina NovaSeq instrument.

### RNA-seq data analysis

The raw paired-end reads were trimmed using Trim_Galore (v0.6.5) and then mapped and quantified to the mouse mm10 genome with the STAR-RSEM pipeline using RSEM (v1.2.22)^46^. Transcript-level counts were collapsed to gene-level counts using tximport (v1.20.0)^47^, and differential gene expression was analyzed with DESeq2 (v1.32.0)^48^. Genes with a fold change larger than 2 and a q-value less than 0.05 were considered differentially expressed genes (DEGs). GO analysis was conducted with clusterProfiler (v4.0.0)^49^. Genes with transcripts per million (TPM) values generated by RSEM software less than 0.5 in both duplicates were considered unexpressed.

### Chromatin immunoprecipitation

For RYBP, YAF2, MTF2, JARID2, EZH2 and RING1B, ChIP was performed as previously described^50^. In brief, 10^7^ cells were crosslinked with 1% formaldehyde at room temperature (RT) for 10 min, and the reaction was stopped by adding 0.125 M glycine. Crosslinked cells were lysed in ChIP SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl (pH 8.0) and 1 × PIC) and then sonicated to achieve chromatin fragments sized 200-400 bp. The chromatin was diluted 9-fold with dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl (pH 8.0) and 167 mM NaCl). The supernatant was precleared with Dynabeads protein A/G (1:1 mixed) for 1 hr at 4 °C and then immunoprecipitated using 5 μg antibodies for 12 hrs and 50 μl Dynabeads protein A/G (1:1 mixed) for 2 hrs. Immune complexes were washed once with the following buffers: low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.0) and 150 mM NaCl), high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.0), and 500 mM NaCl), LiCl wash buffer (250 mM LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid (sodium salt), 1 mM EDTA and 10 mM Tris-HCl (pH 8.0)) and twice with TE buffer (10 mM Tris-HCl (pH 8.0) and 1 mM EDTA).

For native calibrated ChIP-seq experiments of H2AK119ub and H3K27me3, 5 × 10^6^ mESCs or differentiated neural progenitor cells (NPCs) were collected and resuspended in ice-cold lysis buffer (10 mM Tris-HCl (pH 8.0), 10 mM NaCl, 3 mM MgCl_2_, 0.5% IGEPAL-CA630, 1 × PIC). Nuclei were then washed and resuspended in 100 μl of MNase digestion buffer (10 mM Tris-HCl (pH 8.0), 10 mM NaCl, 3 mM MgCl_2_, 3 mM CaCl_2_, 0.5% IGEPAL-CA630 and 1 × PIC). Each sample was incubated with 250 gel units of MNase (NEB, M0247S) at 37 °C for 7 min, followed by the addition of 4 mM EDTA to halt MNase digestion. After centrifugation at 1500 × *g* at 4 °C for 5 min, the supernatant was retained at 4 °C and named S1. The pellet was incubated with 50 μl nucleosome release buffer (10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 0.2 mM EDTA and 1 × PIC) at 4 °C for 1 hr, with occasional pipetting up and down, and then passed twenty times through a 27 G needle. Following centrifugation at 1500 × g for 5 min at 4 °C, supernatant 2 (named S2) was collected and combined with S1. Forty nanograms of spike-in chromatin (Active Motif, 53083) was added to 25 μg of S1 + S2 chromatin for calibration. For ChIP experiments, S1/S2 nucleosomes were diluted 9-fold in native ChIP incubation buffer (70 mM NaCl, 10 mM Tris (pH 7.5), 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton X-100 and 1 × PIC). The supernatant was precleared with Dynabeads protein A/G (1:1 mixed) at 4 °C for 1 hr and then immunoprecipitated using 3 μg antibodies for 12 hrs and 30 μl Dynabeads protein A/G (1:1 mixed) for 2 hrs. Immune complexes were washed twice with Native ChIP wash buffer I (20 mM Tris (pH 7.5), 2 mM EDTA, 125 mM NaCl and 0.1% Triton X-100), once with Native ChIP wash buffer II (20 mM Tris (pH 7.5), 2 mM EDTA, 250 mM NaCl and 0.1% Triton X-100) and once with TE buffer (10 mM Tris-HCl (pH 8.0) and 1 mM EDTA).

ChIPed DNA was eluted with 200 μl of freshly prepared elution buffer (1% SDS, 0.1 M NaHCO_3_) with 125 mM NaCl and 400 μg/ml Proteinase K at 65 °C for 8 hrs for reverse-crosslinking and purified with a MinElute PCR Purification Kit (QIAGEN, 28106) for ChIP-qPCR or ChIP-seq. ChIP-seq libraries were constructed using the VAHTS Universal V3 DNA Library Prep Kit for Illumina (Vazyme, ND 607) according to the manufacturer’s instructions. The primers used for ChIP-qPCR are listed in Supplementary Table S5.

### ChIP-seq data analysis

Adaptors and low-quality reads were trimmed with Trim_Galore (v0.6.5). For RYBP, YAF2, RING1B, and H3K27ac ChIP-seq, the trimmed reads were aligned to the mouse mm10 genome using Bowtie2 (v2.2.5)^51^ with the parameter “--very-sensitive --end-to-end --no-unal”. For H2AK119ub and H3K27me3 ChIP-seq, the trimmed reads were mapped to mm10 (mouse) and dm6 (drosophila melanogaster) reference genomes using Bowtie2 (v2.2.5) with the parameters “--very-sensitive --end-to-end --no-unal --no-mixed --no-discordant”. For EZH2, JARID2, and MTF2 ChIP-seq, the trimmed reads were mapped to mm10 (mouse) and hg38 (human) reference genomes using Bowtie2 (v2.2.5) with the same parameters as above. The mapped reads with a quality lower than 30 were filtered out. Duplicated reads were removed with sambamba (v0.6.7). The reads overlapping with mouse mm10 blacklist regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists) were excluded.

For RING1B ChIP-seq, uniquely mapped reads for each sample were subsampled to 10 million, and replicates were subjected to DiffBind (v3.2.4)^52^ for differential binding analysis. For calibrated ChIP-seq (cChIP-seq), the reads mapped to the mm10, dm6, or hg38 genome were extracted and calculated for calibration as previously described^53^. BamCoverage (v3.5.1) from deepTools^54^ was used to generate the normalized bigwig files with the parameter “--normalizeUsing RPGC” for normal ChIP-seq and “--normalizeUsing RPGC --scaleFactor” for cChIP-seq. The reads mapped to the mm10 genome were used to identify peaks by MACS2 (v2.2.7.1)^55^ in broad mode with the default parameters, except with the parameter “-q 0.05” for RYBP and YAF2. Peak annotation was performed with ChIPseeker (v1.28.3)^56^. Target genes of both RYBP and YAF2 were identified when they bound within 1 kb of the transcription start sites (TSSs). Mapping statistics and peak calling information for ChIP-seq data are listed in Supplementary Table S6, and the normalization information for cChIP-seq data is listed in Supplementary Table S7.

### ATAC-seq

ATAC-seq was performed as described previously^50^. In brief, 5×10^4^ cells were collected and washed once with 50 μl of cold PBS. Then, the cells were resuspended in 50 μl of lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2,_ and 0.2% (v/v) IGEPAL CA-630). Then, the suspension of nuclei was centrifuged at 500 × *g* at 4 °C for 10 min. The pellet was further resuspended by adding 50 μl transposition reaction mix (10 μl TD buffer, 5 μl Tn5 transposase, and 35 μl nuclease-free H_2_O) (Vazyme Biotech, TD501-01) and incubated at 37 °C for 30 min. DNA was isolated using a MinElute PCR Purification Kit (QIAGEN, 28106). ATAC-seq libraries were generated using the TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, TD501-01) and purified with AMPure XP beads (Beckman).

### ATAC-seq data analysis

Paired-end reads were treated with trim_galore (v0.6.5) to remove adapters and low-quality reads and then aligned to the mm10 genome by using Bowtie2 (v2.2.5) with the parameters “--very-sensitive --end-to-end --no-unal -X 2000”. The alignment files were further processed with sambamba (v0.6.7) to remove low-quality mapped reads and duplicates. The reads overlapping with mouse mm10 blacklist regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists) were filtered out. Accessible regions were identified using MACS2 (v2.2.7.1) without control using the default parameters, and differential analysis was performed using DiffBind (v3.2.4). Normalized bigWig files were generated using bamCoverage (v3.5.1). Mapping statistics and peak calling information for ATAC-seq data are listed in Supplementary Table S8.

### Flow cytometry

Apoptosis assay and cell cycle analysis were performed as described previously^57^. mESCs were dissociated by 0.25% Trypsin-EDTA (except apoptosis assay without EDTA) and quenched with serum-containing medium. Day 6 differentiated cells were collected with Accutase (STEM CELL, 7920). Then, the cells were prepared for apoptosis by using the Apoptosis Detection Kit (Vazyme Biotech A211-02) and analyzed for cell cycle detection with the Cell Cycle Detection Kit (KeyGen, KGA512). To evaluate the neural differentiation efficiency, the cells were fixed with 4% paraformaldehyde at RT for 15 min, permeabilized with 0.3% Triton X-100 at RT for 15 min, and blocked with 3% bovine serum albumin (BSA) at RT for 1 hr. Then, the cells were stained with a mixture of anti-rabbit PAX6 antibody (Biolegend, 901301, dilution 1:100) and anti-mouse NESTIN antibody (CST, 33475, dilution 1:100) at RT for 1 hr. After washing with cold PBS twice, the cells were stained with a mixture of goat anti-mouse IgG Alexa 594 secondary antibody (Invitrogen, Cat# A11032, dilution 1:500) and goat anti-rabbit IgG Alexa 647 secondary antibody (Invitrogen, Cat#21245, dilution 1:500) at RT for 1 hr. Then, the cells were washed with cold PBS twice, resuspended in single-cell suspension in FACS buffer (DPBS containing 5% FBS) and passed through a cell strainer (70 μm). Afterward, the cells were analyzed using LSR Fortessa SORP (BD Biosciences), and the data were analyzed using FlowJo (v10). Standard forward and side scatter gating was used to exclude debris and isolate single cells for further analysis. The unstained cells were gated as the negative control, and PAX6-stained cells or NESTIN-stained cells were used as the positive control.

### Statistics and reproducibility

The number of biological and technical replicates are reported in the legend of each figure. All statistical analysis methods are indicated in the figure legends and Methods. The data are presented as the mean value ± s.d.s unless otherwise indicated in the figure legend. Statistical significance in the two-group comparisons was determined by Student’s *t*-test (two-tailed). The p values are indicated in the figure legends. All data from representative experiments were repeated at least two times independently with similar results obtained.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source data

## Data Availability

The ATAC-seq, ChIP-seq and RNA-seq data reported in this paper have been deposited in the Genome Sequence Archive database^58^ in the National Genomics Data Center^59^ (GSA: CRA006987) and in the Gene Expression Omnibus (GEO) database (GSE213416). The dataset of this paper has been submitted to the figshare repository (10.6084/m9.figshare.24407761.v1). Access codes for the published data used in Fig. 2d are as follows: GSE40860 for KDM2B and RING1B; GSE122715 for PCGF1, PCGF2, PCGF3, PCGF6, H3K27me3 and H3K4me3; GSE76823 for H2AK119ub; and GSE64825 for Pol II. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

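RNA sequencing of 46C Sox1-GFP mouse embryonic stem cells, kept with LIF and 2i inhibitors and differentiated in N2B27 medium, was taken from 1 deposited table with 18 libraries, for wild-type, *Rybp*-/- and *Yaf2*-/- cells on days 0, 3 and 6 with 2 libraries in each of 9 groups. Every column was used and every sample was mapped by its label.

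The authors trimmed the reads with Trim_Galore 0.6.5, quantified them on mm10 with STAR and RSEM 1.2.22, imported the estimates with tximport 1.20.0 and normalized them with DESeq2 1.32.0, and the deposited values are this normalized signal, called normalized counts here. Whole reads could not be recovered from it: in the low values (under 8), 35.4% to 51.9% per library (median 47.25%) were whole multiples of the best step within a tolerance of 0.05. For this reason no count model was run, and the alternative with a count tool was left out. The step of the low values gives a rough depth of 6905195 to 14825569 reads per library. Between 435 and 1328 genes per library were listed at 0, 5 genes were at 0 in every library, and the 10 most abundant genes took 3.92% to 6.79% of a library. The table has 1 gene with a blank name, at most 0.002% of a library, and 22 symbols on more than 1 line, and all of them were kept apart by gene ID. Of the gene IDs, 16136 were found in GENCODE M21 and 99 were not, and 15020 were protein-coding.

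Genes with at least 10 normalized counts in at least 2 libraries (15548) were tested on log2 (normalized count + 1) with limma 3.58.1 (with trend and robust moderation, which needs statmod 1.5.0) in R 4.3.3. All 9 groups entered 1 model, so that they share 1 estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. Each knockout was compared with wild type on each day, the knockouts with each other on day 6, wild type between days, and the effect of each knockout between days. DEGs needed an adjusted p under 0.05 and a fold change over 2, as the authors state. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The steps that test many genes were tested on simulated data with known changes.

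The comparisons, the thresholds, 22 gene lists, the rule for named genes and 17 alternatives (leaving out each of the 18 libraries counted as 1) were set before the data were examined. The lists cover pluripotency, epiblast, neural progenitor, neuron, dorsoventral and spinal cord patterning, Wnt ligands, Wnt/beta-catenin response, mesoderm, endoderm, muscle, germ line and meiosis, 2-cell-like, neural crest, trophoblast and simple epithelium, BMP and TGF-beta pathway, negative regulators of neurogenesis, Hox, PRC1 subunits, PRC2 subunits, stress and p53, mitochondrially encoded and housekeeping genes. Each list was tested with camera in limma at a preset correlation of 0.01, and again with an estimated correlation. The named genes are those the paper names, the 8 with the largest change per direction in each comparison with wild type among DEGs with a mean of at least 100 in the higher group and both knockout libraries on 1 side of both wild-type ones (without predicted genes), and up to 4 members of each list described that passed with the largest change. Genes outside this rule that the text names were chosen after their values were seen, among them the single passing members of short counts, the sex-linked genes other than those in the rule, and the dorsal and ventral genes of the neural tube.

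The alternatives were a pseudocount of 5 or 0.5, no filter or at least 50 in at least 2 libraries, libraries rescaled to the same total, quantile normalization, the replicate number as a block, moderation without trend and robust options, no fold threshold, only the libraries compared or the 6 libraries of the same day, each library left out, an estimated correlation, the 2000 most variable or all genes for principal components (500 otherwise), and each wild-type library as the control of 1 knockout. 3 more were chosen after the values were seen: without genes of the Y chromosome, without genes that fall at least 4 times from day 0 to day 6 in wild type, and without day 3. For the overlap of both knockouts, unchanged groups were simulated against the shared wild-type libraries with 100 draws.

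RT-qPCR, protein, ChIP-seq and ATAC-seq data were not used here, so the target genes of RYBP and YAF2 were not analysed here and counts are of all genes.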

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

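The tests of technical and biological explanations in this part were chosen after the result was seen, except the test of gains or losses of other whole chromosomes, which was set down before. The test of the Y chromosome was rewritten to leave out *Erdr1*, which lies in the region shared with X, after its value was seen, and the test of chance between wild-type libraries replaced one that had given no decision. The tests of undifferentiated cells, of a dorsoventral shift and of slower or faster differentiation also replaced others whose values had been seen, and the dorsal and ventral genes were sorted after many of their values had been seen.

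Effects of each knockout that differ between days were found by testing the difference of the fold changes itself with limma. At the thresholds for DEGs, the effect of *Rybp*-/- differed between days 0 and 3 for 936 genes (377 higher and 559 lower on the later day), between days 0 and 6 for 2555 (805 and 1750) and between days 3 and 6 for 1920 (598 and 1322). The effect of *Yaf2*-/- differed for 82 genes (48 and 34), 755 (133 and 622) and 673 (74 and 599). The first of these counts was 619 and 600 without *Rybp*-/- day 3 replicate 1 and 2. The fourth was 35 without wild type day 3 replicate 1, 40 and 53 without *Yaf2*-/- day 3 replicate 1 and 2, and 133 and 134 without *Yaf2*-/- day 6 replicate 1 and 2, and the last was 1036 without *Yaf2*-/- day 6 replicate 1.

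Genes that the paper does not discuss stood out against wild type. In *Rybp*-/- cells these were *Pramel3* in mESCs (log2 fold change 8.37), *Usp17la* on day 3 (7.24), both of families with shared reads, and *Atoh1* on day 6 (6.21). In *Yaf2*-/- cells they were *AI662270* in mESCs (4.85), *Cyp2b23* on day 3 (3.72) and *Hes2* on day 6 (4.30), and all 6 passed at an adjusted p of at most 0.00192 from limma with n = 2 in each group. In *Rybp*-/- mESCs the Y-linked genes *Uty*, *Ddx3y*, *Eif2s3y* and *Uba1y* rose as well, with log2 fold changes of 1.50, 1.38, 1.72 and 3.102 (adjusted p = 0.00943, 0.00102, 0.00123 and 1.28e-05 from limma).

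Y-linked transcripts were close to absent in all 6 *Yaf2*-/- libraries and in both *Rybp*-/- libraries of day 3, while *Rybp*-/- cells of days 0 and 6 held more of them than wild type. Mislabelled *Yaf2*-/- libraries are argued against by *Srp54a* and *Fam177a*, absent or close to absent in all *Yaf2*-/- libraries but at 96.6% of wild type or more in *Rybp*-/- cells on day 3, and a lowering of Y-linked genes by loss of RYBP on every day is argued against by their median log2 fold change of at least 1.46 in *Rybp*-/- cells on days 0 and 6. A gain or loss of another whole chromosome on all 3 days of a knockout is argued against by the largest shift of a chromosome's median that all 3 days share, 0.0628 on the log2 scale, but a gain or loss on 1 day is not, as the X chromosome lay at 0.371 in *Rybp*-/- mESCs (0.121 and 0.0538 on days 3 and 6). The values are consistent with cells that lack the Y chromosome, since no Y-linked gene outside the region shared with X that had a wild-type mean of at least 50 (3 or 4 per day) exceeded 4.56% of that mean in any of the 8 libraries, while the group means of *Erdr1* lay between 44.6% and 60.4% of wild type. Whether the *Rybp*-/- libraries of day 3 came from other cells than those of days 0 and 6, or from the same cells with these genes off, cannot be told apart: the same genes lay at 1.72% to 3.39% of wild type on day 3 and at 242% or more on days 0 and 6, and the search for genes outside the Y chromosome switched on or off on day 3 alone decides nothing, with 0 in every genotype.

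Pluripotency transcripts were lower in both knockouts than in wild type on day 6. Chance differences between single wild-type libraries are argued against, since with either wild-type library as the control of either knockout at least 18 of 22 pluripotency genes were lower in both. Undifferentiated cells left in the wild-type cultures cannot be told apart from other explanations. The test took 10 transcripts outside the pluripotency and epiblast lists that were abundant in mESCs and lost by day 3. Of these, 4 (40%) were lower in both knockouts at an adjusted p under 0.05 from limma, and 6 without a threshold. They were not required to stay off later, so they gauge leftover cells poorly. *Jam2* rose from 26.4 normalized counts on day 3 to 1320 on day 6 in wild type, with 1420 in *Rybp*-/- and 1469 in *Yaf2*-/- cells. Genes chosen the same way inside those lists were all called lower in both knockouts, but they restate the pattern. An earlier loss in both knockouts stays open too, as 1 of 22 genes was lower in both on day 3 (4 in *Rybp*-/- and 1 in *Yaf2*-/- cells) and no day between 3 and 6 was sampled. An effect of each subunit on the exit from pluripotency stays open as the biological explanation and was not tested.

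Dorsal and ventral regulators of the neural tube moved apart in the knockouts on day 6. Whether this is a shift of dorsoventral identity (dorsal in *Rybp*-/- and ventral in *Yaf2*-/- cells) cannot be told apart from other explanations, as 8 of 10 genes of either side differ that way between the knockouts, but against wild type 5 of 10 dorsal genes (50%) were higher in *Rybp*-/- cells and 5 of 10 ventral genes higher in *Yaf2*-/- cells, and *Gsx1* and *Lbx1* fell in both knockouts. Slower differentiation without RYBP is argued against as the whole cause by *Rybp*-/- cells of day 6, set against wild type of day 0, of day 3 and of day 6. Of the 14 dorsal and ventral genes called in these cells, 9 (64.3%) lay above (5) or below (4) wild type of all 3 days. Each of these differences had an adjusted p under 0.05 from limma. *Rybp*-/- cells of days 0 and 3 did not enter this test, and the days between were not sampled. Faster differentiation without YAF2 stays open too, as 4 of the 10 genes called in *Yaf2*-/- cells (40%) carried on the change of wild type from day 3 to day 6. The difference between the 2 libraries of *Yaf2*-/- cells on day 6 and a difference between clones stay open as technical explanations.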

How the results depend on the processing

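The tests without Y-linked genes, without genes that fall from day 0 to day 6 and without day 3 were chosen after the result was seen. Over 37 results, 650 of 666 values with a library left out kept their side of the threshold or lay within 1.5 times (for distances, within the gap of replicates), as did 387 of 438 values of 50 results under the other alternatives and 18 of 19 under those added later. In *Yaf2*-/- mESCs the split of higher and lower genes turned round with quantile normalization (118 and 138) and without *Yaf2*-/- day 0 replicate 1 (102 and 159) or wild type day 0 replicate 1 or 2 (103 and 107, 145 and 147). The cause of the changes below was not tested.

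Without the fold threshold, which by construction admits smaller changes, DEGs higher and lower in *Rybp*-/- cells numbered 2747 and 2455 in mESCs, 1982 and 1673 on day 3, and 1568 and 1922 on day 6, and in *Yaf2*-/- cells 320 and 285, 125 and 108, and 341 and 1196. Wild-type counts were 7545 and 9774, *Rybp*-/- against *Yaf2*-/- cells gave 4111, and the effects of *Rybp*-/- differed between days for 1620, 4227 and 3211 genes. Genes higher in both knockouts were then 70, and opposite calls 168 and 89. A pseudocount of 5 gave 193 higher genes in *Yaf2*-/- cells on day 6, and quantile normalization 1070 and 829 lower genes in *Rybp*-/- cells on days 0 and 3.

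With only the libraries compared in the model, *Yaf2*-/- mESCs had 65 higher and 38 lower genes and day 6 had 326 lower genes, and the effects of *Yaf2*-/- differed between days for 48, 394 and 399. With the 6 libraries of the same day these were 88 and 55, and 485. The neural progenitor list in *Yaf2*-/- cells on day 6 then passed at adjusted p = 0.00486 and 0.0031 from camera in limma, with a range of 0.0031 to 0.407 over the alternatives, and the neuron list failed at 0.0784 with an estimated correlation, with a range of 1.08e-08 to 0.0784. Without genes that fall from day 0 to day 6 in wild type, 519 genes were lower in *Yaf2*-/- cells on day 6.

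In the first 2 principal components, distances of *Rybp*-/- from wild-type cells on days 0, 3 and 6 were 41.2%, 34.5% and 6.14% with the 2000 most variable genes and 33.4%, 23.3% and 5.97% with all genes. Quantile normalization gave 40% for *Rybp*-/- mESCs and 10.2% for *Yaf2*-/- cells on day 6, and a pseudocount of 5 gave 37.2% and 35.7% for *Rybp*-/- cells on days 0 and 3. With 1 wild-type library as the control of each knockout, 12 and 12 genes were higher in both and 24 and 21 were lower in *Rybp*-/- and higher in *Yaf2*-/- cells, with 35 the other way round in the second split.

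With each library left out in turn, higher genes in *Yaf2*-/- cells ranged from 102 to 179 in mESCs (lowest without *Yaf2*-/- day 0 replicate 1), 38 to 107 on day 3 (without wild type day 3 replicate 1 and *Yaf2*-/- day 6 replicate 1) and 71 to 182 on day 6 (without *Yaf2*-/- day 6 replicate 2 and 1). Effects of *Rybp*-/- that differ between days 0 and 3 ranged from 600 to 1086, and those of *Yaf2*-/- from 35 to 134, or 471 to 1036 between days 3 and 6. Of 10584 calls of named genes, 517 were lost, 43 were gained and 0 reversed. In most of them the library left out lay outside the groups compared, so that the fold change could not move. With a group of 1 library, that library is assumed to vary like the others.

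Over 36 pairs of groups, same-numbered libraries deviated together with correlations from -0.0337 to 0.277 (median 0.0161), and the 6 above 0.1 all include a *Yaf2*-/- group, so that shared handling of these is not excluded. With the replicate number as a block, DEGs higher and lower numbered 1576 and 656, 1070 and 438, and 564 and 1013 in *Rybp*-/- cells and 161 and 141, 71 and 46, and 121 and 783 in *Yaf2*-/- cells, and of 589 calls of named genes 3 were lost and 3 gained. The count tool was not run, as the deposited values hold no counts. At 6905195 to 14825569 reads per library, genes near the filter of 10 are poorly resolved with 2 libraries per group, as for *Wnt3a* in *Rybp*-/- mESCs, where a log2 fold change of 0.52 had adjusted p = 0.584 from limma.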

Differences from the paper's values

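The statements below were chosen for comparison after the results were seen. The second principal component holds about 8% of the variance in Fig. 1k, read by eye, which is the paper's value, and 16.4% here. It held 16.7% with the 2000 most variable genes, 17.7% with all genes, 15.8% after quantile normalization and 15.3% with a pseudocount of 5, so that none of these 4 alternatives set before the data were examined came within 1.5 times of the paper's value.

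The paper states that *Map2*, *Tubb3* and *Pax6* rise in *Yaf2*-/- cells on day 6 by RT-qPCR. In the sequencing data *Map2* had a log2 fold change of -0.34 (adjusted p = 0.236 from limma), from -0.44 to -0.24 and adjusted p from 0.158 to 0.669 over the alternatives. *Tubb3* and *Pax6* had the paper's direction without passing, at 0.40 and 0.65 (adjusted p = 0.302 and 0.366 from limma). Over the alternatives the log2 fold change of *Tubb3* ranged from -0.01 to 0.81, so that its direction was not kept in all of them. That of *Pax6* ranged from 0.56 to 0.75. *Tubb3* passed without *Yaf2*-/- day 6 replicate 1 (0.00837, with a range of 0.00837 to 1 over the alternatives) and *Pax6* with the 6 libraries of the same day (0.0194, with a range of 0.0194 to 0.675). In *Rybp*-/- cells *Tubb3*, *Pax6* and *Map2* fell as the paper states, *Pax6* with a log2 fold change of -1.27 and *Map2* with -0.52 (adjusted p = 0.036 and 0.0359 from limma, with ranges of 8.46e-06 to 0.148 and 0.00134 to 0.222 over the alternatives). Without wild type day 6 replicate 1 and 2 and *Rybp*-/- day 6 replicate 1 and 2 in turn, limma gave adjusted p = 0.132, 0.136, 0.128 and 0.148 for *Pax6* and 0.222, 0.0645, 0.112 and 0.17 for *Map2*.

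The paper states that genes of muscle are derepressed on day 3 in *Rybp*-/- cells. Of 23 muscle genes, 2 were higher and 2 lower here, and of 9 muscle genes that were higher on at least 1 day 0 had their highest fold change on day 3. The lower ones numbered 5 with a pseudocount of 5, with only the libraries compared and with the 6 libraries of the same day. *Myh3* and *Myh7* were higher, as the paper states of such genes, and its genes were RYBP targets, which were not used here.

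For Wnt signaling on day 6 in *Rybp*-/- cells, which the paper states to be derepressed, the tally over 15 Wnt ligands was 4 higher and 3 lower and over 19 response genes 4 higher and 5 lower. With only the libraries compared in the model, 7 ligand genes were higher. With at least 50 in at least 2 libraries, 3 response genes were lower. The ligands that the paper names, *Wnt3a*, *Wnt6* and *Wnt9a*, were higher, as was *Wnt1*. The paper's statement rests on terms enriched in its higher and target genes. It also rests on RT-qPCR of *Wnt3a* and *Wnt6*, ChIP-qPCR at their promoters, non-phosphorylated β-catenin protein, and treatment with a Wnt agonist and a Wnt inhibitor. None of these was used here.

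The paper states that *Rybp* mRNA rises slightly in *Yaf2*-/- cells on day 6. Its log2 fold change here was 0.03 (adjusted p = 0.867 from limma), and over the alternatives the adjusted p ranged from 0.644 to 1.

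The paper associates the genes that fall in *Yaf2*-/- cells on days 0 and 3 with the negative regulation of neural development. Of 18 negative regulators of neurogenesis fixed here, 0 passed in mESCs (limma, with 2 higher and 0 lower at an unadjusted p under 0.05) and 1, *Jag1*, fell on day 3. The list as a whole gave adjusted p = 0.686 and 0.291 from camera in limma, and the paper's terms were not used here.

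The paper states that the knockouts leave the expression of RING1B, CBX7 and SUZ12, written as proteins, unchanged in mESCs. Transcripts were measured here and not proteins. In *Rybp*-/- mESCs *Cbx7* and *Suz12* moved, with log2 fold changes of -0.59 and 0.49 (adjusted p = 0.000533 and 0.00219 from limma), while *Rnf2*, which encodes RING1B, had 0.22 and did not pass (adjusted p = 0.265 from limma). In *Yaf2*-/- mESCs *Rnf2*, *Cbx7* and *Suz12* had 0.06, -0.05 and 0.20 and did not pass (adjusted p = 0.918, 0.899 and 0.363 from limma).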

Other observations

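The tests of single dorsal and ventral genes below were chosen after the result was seen. Some regulators of the neural tube moved in opposite directions in the knockouts on day 6. Of 30 patterning genes, 6 were lower in *Rybp*-/- and higher in *Yaf2*-/- cells, 1 moved the other way and 2 were lower in both. In *Rybp*-/- cells the Sonic hedgehog targets *Ptch1* and *Gli1* fell with log2 fold changes of -1.87 and -3.00, and in *Yaf2*-/- cells they rose with 1.26 and 1.24 (adjusted p = 9.56e-07, 3.02e-07, 6.49e-05 and 0.0017 from limma). *Nkx6-2*, of ventral progenitors, moved by -3.69 and 2.34, and the dorsal gene *Msx2* by 2.56 and -2.46 (adjusted p = 6.78e-05, 0.00465, 0.000387 and 0.000867 from limma). Against wild type, 5 dorsal genes of 10 were higher and 2 lower in *Rybp*-/- cells and 0 higher and 5 lower in *Yaf2*-/- cells, and of 10 ventral genes 0 were higher and 7 lower in *Rybp*-/- and 5 higher and 0 lower in *Yaf2*-/- cells.

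In *Yaf2*-/- cells on day 6, 10 of 19 genes of the Wnt/beta-catenin response were lower and 1 higher (11 and 2 adjusted over the list alone; adjusted p = 3.78e-05 from camera in limma), and 3 of 15 Wnt ligands were lower and 0 higher (6 and 0 adjusted over the list alone, and 2 higher at an unadjusted p under 0.05; adjusted p = 0.0562). The lower ligand genes numbered 5 without *Yaf2*-/- day 0 replicate 1 or 2 and 1 without wild type day 6 replicate 1. The ligand list passed without wild type day 0 replicate 1 or 2 (adjusted p = 0.0494 and 0.0493 from camera in limma), *Yaf2*-/- day 0 replicate 1 or 2 (0.0404 and 0.0403) and *Rybp*-/- day 3 replicate 1 or 2 (0.0477 and 0.0479). With only the libraries compared in the model, 6 genes of the Wnt/beta-catenin response were lower and 2 higher. With a pseudocount of 5, 7 ligand genes were lower and 1 higher. With the 6 libraries of the same day, 6 were lower and 1 higher, and after quantile normalization 1 was lower. *Wnt8a* fell with a log2 fold change of -5.16 and the target gene *Sp5* with -3.37 (adjusted p = 3.43e-05 and 0.00142 from limma). In *Rybp*-/- cells the proneural gene *Neurog2* fell with -2.39 and *Pou3f2*, a neural POU factor, with -1.88 (adjusted p = 0.00883 and 0.0119 from limma). Without wild type day 6 replicate 1, these had adjusted p = 0.0555 and 0.0865 from limma, without *Rybp*-/- day 6 replicate 1 *Pou3f2* had 0.0573, and without *Rybp*-/- day 6 replicate 2 they had 0.0754 and 0.0793.

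Of 22 pluripotency genes, 6 were lower and 2 higher in *Rybp*-/- mESCs at an adjusted p under 0.05 from limma (6 and 2 adjusted over the list alone; adjusted p = 0.163 from camera in limma), and in *Yaf2*-/- mESCs 0 were lower and 0 higher (2 and 0 adjusted over the list alone, and 2 and 0 at an unadjusted p under 0.05; adjusted p = 0.442). The lower genes in *Yaf2*-/- mESCs numbered 2 without *Yaf2*-/- day 6 replicate 1 or 2. With only the libraries compared in the model, 12 pluripotency genes were lower and 4 higher in *Rybp*-/- mESCs. Of 23 Hox genes, 5 were higher and 0 lower in *Rybp*-/- mESCs (5 and 0 adjusted over the list alone). At an unadjusted p under 0.05, 0 were lower there. On day 6, 5 were higher and 1 lower (5 and 1 adjusted over the list alone). The Hox list gave adjusted p = 0.177 in mESCs and 0.0662 on day 6 from camera in limma. With a pseudocount of 5, 8 Hox genes were higher and 3 lower on day 6. With at least 50 in at least 2 libraries, 2 were higher on that day. With only the libraries compared in the model, 3 were lower on that day. Of 22 PRC1 subunit genes, 4 were higher and 4 lower in *Rybp*-/- mESCs (6 and 4 adjusted over the list alone; adjusted p = 0.749 from camera in limma), with *Phc1* falling from 7331 ± 110.2 to 3277 ± 58.9 normalized counts (SD, n = 2 each), and of 12 PRC2 subunit genes 3 were higher and 2 lower (3 and 2 adjusted over the list alone; adjusted p = 0.65 from camera in limma, with a median of 0.128 and a mean of -0.0832). The higher and lower PRC1 genes each numbered 2 without *Rybp*-/- day 0 replicate 1, and the lower PRC2 genes 1 without wild type day 0 replicate 1 or *Rybp*-/- day 0 replicate 1 or 2. On day 6 in *Rybp*-/- cells the stress gene *Cdkn1a* rose with a log2 fold change of 1.49 (adjusted p = 9.56e-06 from limma). The table holds 0 mitochondrially encoded genes, so that list could not be tested.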
